# Non-cell-autonomous control of mouse gastruloid development by the ultra-conserved lncRNA *T-UCstem1*

**DOI:** 10.1038/s44318-025-00558-2

**Published:** 2025-10-31

**Authors:** Arianna Coppola, Filomena Amoroso, Federica Saracino, Gennaro Andolfi, Edoardo Sozzi, Paolo Salerno, Pietro Zoppoli, Alessandro Fiorenzano, Giuseppe Merla, Eduardo Jorge Patriarca, Gabriella Minchiotti, Annalisa Fico

**Keywords:** Noncoding RNAs, *T-UCstem1*, Gastruloids, DKK1, WNT Pathway, Development, Signal Transduction, Stem Cells & Regenerative Medicine

## Abstract

The role of long non-coding RNAs (lncRNAs) in early mammalian embryogenesis remains unclear due to the complexity of the regulatory mechanisms involving lncRNAs and the limited availability of embryo samples. Stem cell-based models, such as mouse gastruloids, provide new ways to address these challenges. Here, we investigate the function of ultra-conserved lncRNA *T-UCstem1* in mammalian body plan formation. Combining morphological and immunofluorescence imaging analyses with bulk and single-cell transcriptomics, we provide evidence indicating that *T-UCstem1* is important for mouse gastruloid development and anteroposterior axis extension. *T-UCstem1* depletion in gastruloids results in their aberrant development, with defects in the expression of differentiation markers and persistence of pluripotency gene expression. Our single-cell analyses reveal higher levels of cellular heterogeneity in *T-UCstem1*-knockdown gastruloids. The presence of cell populations co-expressing pluripotency and differentiation markers points to an important role of *T-UCstem1* in the establishment and maintenance of cell identity. Mechanistically, we show that *T-UCstem1* acts in a non-cell-autonomous manner through regulation of the Dickkopf-related protein 1 (DKK1)-dependent WNT pathway. Our study identifies a new role for an ultra-conserved lncRNA in gastruloid development and highlights gastruloids as a model system for studying lncRNAs in early development.

## Synopsis

Our understanding of the roles of long non-coding RNAs (lncRNAs) in early mammalian development remains limited due to technical challenges associated with such studies. This work uses mouse gastruloids to characterize the important roles of the ultra-conserved lncRNA *T-UCstem1* in gastruloid elongation and control of cell identity.

- *T-UCstem1* is essential for normal gastruloid development and morphogenesis.
- *T-UCstem1* ensures correct cell identity establishment during gastruloid formation.
- *T-UCstem1* silencing impairs exit from naïve pluripotency and alters germ layer patterning.
- *T-UCstem1* functions non-cell-autonomously by modulating DKK1 and WNT signaling.

## Abstract (web summary)

*T-UCstem1* controls the establishment and maintenance of cell identity via regulating DKK1-WNT signaling.

## Introduction

The transformation of a symmetric embryo into a structured body plan, which serves as the foundation for an adult organism, hinges on the essential process of breaking embryonic symmetry. This pivotal event is guided by morphogen signalling gradients that direct the formation of the anteroposterior axis. However, the exact triggers and the spatiotemporal establishment of these signalling gradients in mammalian embryos remain largely elusive. Stem cell-based in vitro models of embryogenesis provide a unique opportunity to quantitatively analyze the diverse physical, cellular and molecular mechanisms involved in shaping the mammalian embryo (Harrison et al, 2017; Martinez Arias et al, 2024; Rivron et al, 2018; Sozen et al, 2018; Sozen et al, 2019; Veenvliet et al, 2020; Zhang et al, 2019). Among the stem cell-based embryo models described so far, gastruloids are emerging as a robust model system for dissecting the cellular and molecular mechanisms that underline the formation of the mammalian body plan (Beccari et al, 2018; Hashmi et al, 2022; Moris et al, 2020; Turner et al, 2017; van den Brink et al, 2020; van den Brink et al, 2014). However, despite their versatility, gastruloids lack extra-embryonic tissues and do not fully recapitulate anterior brain development, limiting their capacity to model the entire embryonic process (Moris et al, 2020; van den Brink et al, 2014).

Over the past decade, numerous studies have highlighted various aspects of the fine regulation governing the mechanisms underlying gastruloid development. Different studies have emphasized the use of gastruloids to reproduce the effects of gene ablation, such as for Nodal (Turner et al, 2017), Cripto (Cermola et al, 2021) and Tbx6 (Veenvliet et al, 2020), to modulate signalling pathways, such as WNT (Girgin et al, 2021; Turner et al, 2017; van den Brink et al, 2014) and BMP (van den Brink et al, 2014) and for drug safety testing (Amoroso et al, 2023; Cermola et al, 2022; Mantziou et al, 2021), while others have highlighted the importance of mechanical forces in controlling tissue flows (Hashmi et al, 2022). In this context, the role of both short and long non-coding RNAs (ncRNAs) have been mostly unexplored, despite their well-established activity as key regulators of stem cell behavior and embryo development (Fico et al, 2019; Mirzadeh Azad et al, 2021; Pauli et al, 2011; Ulitsky and Bartel, 2013). It is important to note that the specific functions of individual ncRNAs are often difficult to discern in vivo, likely due to compensatory mechanisms and/or maternal contributions (Han et al, 2018; Zhang et al, 2012). Stem cell-based embryo models, like gastruloids, overcome some of these limitations and could represent a powerful tool to tackle these challenges. In this study, we used mouse gastruloids to explore the functional role of a family of long non-coding (lncRNAs), the *transcribed ultraconservedelements* (*T-UCEs*), in the formation of the anteroposterior axis in mammals. This family of molecules has intrigued researchers for over a decade now since, unlike most lncRNAs that exhibit poor conservation, they are transcribed from DNA sequences that are 100% conserved across human, mouse, and rat genomes (Bejerano et al, 2004). Their roles have become increasingly evident especially in pathological conditions such as cancer and various human diseases (Calin et al, 2007; Galasso et al, 2014; Habic et al, 2019; Pereira Zambalde et al, 2020), and, more recently, they are emerging as key players in physiological processes like stemness and cellular differentiation (Fiorenzano et al, 2018; Galasso et al, 2014; Panatta et al, 2020; Pascale et al, 2020; Zhou et al, 2017). However, to our knowledge, the role of *T-UCEs* in early phases of embryonic development has not been explored so far.

Here, we investigated the role of *T-UCstem1*, belonging to the *T-UCE* family (Fiorenzano et al, 2018), and provide unprecedented evidence that its activity is crucial for the proper anteroposterior axis formation in gastruloid development.

## Results

### *T-UCstem1* is essential for proper gastruloid development

*T-UCstem1* is a long non-coding RNA (lncRNA) that harbors the ultraconserved element *uc.170* and exhibits a remarkably high level of sequence conservation across vertebrates along its entire length (Fig. EV1A). *T-UCstem1* has been shown to play a critical role in maintaining self-renewal of embryonic stem cell (ESC) cultured in FBS/LIF (Fiorenzano et al, 2018).

**Figure EV1:**
*T-UCstem1* conservation across species and shape heterogeneity showed by *T-UCstem1* KD aggregates. (**A**) In red NM_1138112 is *T-UCstem1*, while uc.170 is the ultra-conserved sequence by Bejerano et al, 2004*Cons 35 verts* is the phyloP plot, with sites predicted to be conserved are assigned positive scores (shown in blue), while sites predicted to be fast evolving are assigned negative scores (shown in red). Multiz Alignments of 35 Vertebrates depicts pairwise alignments of some species to the mouse genome indicating alignment quality. (**B**) The figure showing the heterogeneity of *T-UCstem1* KD gastruloids compared to Control (NT). Scale bar, 150 µm (*n* = 4 independent experiments; 30 gastruloids/condition).

To investigate the potential role of *T-UCstem1* in gastruloid development, we used *T-UCstem1* knockdown (KD) mESCs. First, we evaluated the effect of *T-UCstem1* downregulation on gastruloid formation efficiency (GFE) using two independent *T-UCstem1* KD ESC clones (referred to as KD-1 and KD-2) that have been previously described (Fiorenzano et al, 2018). KD-1, KD-2 and Control (NT, non-targeting) cells were plated at low density (250 cells/cm^2^) on gelatin-coated plates in FBS/LIF/2i medium, a condition that supports self-renewal of *T-UCstem1* KD ESCs (Fiorenzano et al, 2018). After 5 days in culture, the resulting colonies were dissociated with accutase, and the cells were seeded in 96-well ultra-low attachment plates (150 cells/well) (Fig. 1A). At 48 h after aggregation (AA), both Control and *T-UCstem1* KD cells generated spherical, highly compacted aggregates with a diameter of ∼ 170 μm (Fig. 1B,C). Immunofluorescence analysis showed that both Control and KD cell aggregates (48 h AA) stained positive for the pluripotency marker Oct4 and did not express Brachyury (Fig. 1D). At day 4 after aggregation (96 h AA), a protrusion zone became evident in the majority (~90%) of Control aggregates. In contrast, *T-UCstem1* KD aggregates either retained their initial spherical shape or adopted an irregular shape (Fig. 1B). Later on, at day 5 (120 h AA), while Control aggregates developed into fully elongated gastruloids (>90%, Figs. 1B,E and EV1B), *T-UCstem1* KD aggregates maintained a spheroidal/ovoidal shape and increased in size (Figs. 1B,E and EV1B). Specifically, the length of KD-1 and KD-2 aggregates ranged from 309.7 ± 28.6 μm to 257.5 ± 49.8 μm, and the width from 223.1 ± 22.5 μm to 169.3 ± 27.4 μm, respectively, in contrast to the Control gastruloids, which showed a length of 480.6 ± 61.2 μm and a width of 177.8 ± 70.8 μm. Accordingly, the elongation index was significantly lower in *T-UCstem1* KD gastruloids compared to Control (2.9 ± 0.5 for NT *vs* 1.4 ± 0.2 for KD-1 and 1.6 ± 0.4 for KD-2) (Fig. 1E).

**Figure 1:**
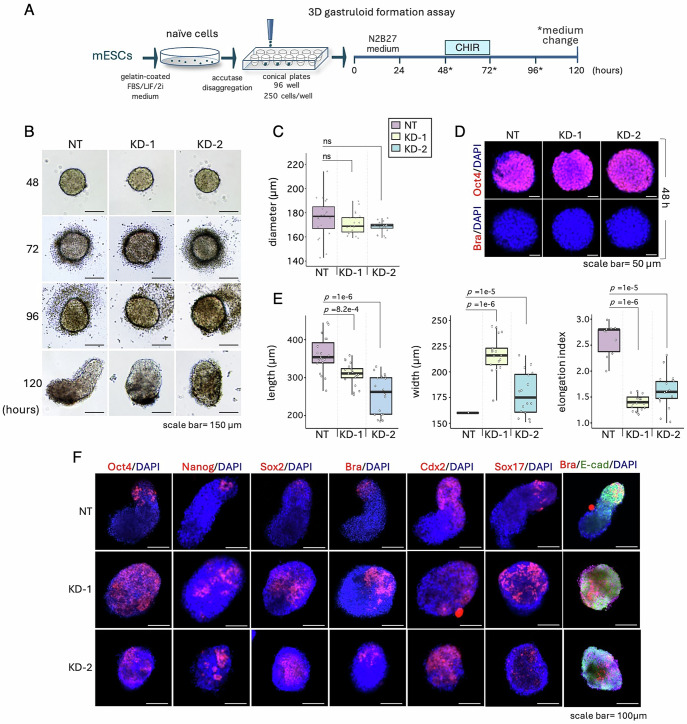
*T-UCstem1* is essential for proper gastruloid development. (**A**) Schematic representation of the experimental design. Control (NT) and *T-UCstem1* KD mESCs were plated on 96-well ultra-low conical plates. CHIR99021 (3μM) was added between 48 and 72 h; cell aggregates were cultured until 120 h. (**B**) Representative brightfield images of aggregate to gastruloid transition at the indicated time points after aggregation. Scale bar, 150 µm. (**C**) Boxplot diagrams of aggregate diameters at 48 h (*n* = 3 independent experiments; 20 gastruloids/condition). Data are shown as mean ± SD. Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**D**) Representative confocal images of gastruloids stained with Oct4 (pluripotency marker) and Brachyury (differentiation marker) at 48 h. Nuclei were counterstained with DAPI (blue). Scale bar, 50 µm. All images are representative of three individual gastruloids. (**E**) Boxplot diagrams of gastruloids length (left), width (middle) and elongation index (right) at 120 h (*n* = 3 independent experiments; 20 gastruloids/condition). Data are shown as mean ± SD. Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**F**) Immunofluorescence analysis of pluripotency (Oct4, Nanog, Sox2), differentiation (Brachyury, Cdx2, Sox17) and cell adhesion (E-Cad) markers expression. Representative confocal images of gastruloids at 120 h. Nuclei were counterstained with DAPI (blue). Scale bar, 100 µm. All images are representative of five individual gastruloids. Source data are available online for this figure.

Notably, *T-UCstem1* KD aggregates exhibited remarkable morphological variability, ranging from spherical to ovoidal shapes and from small to large cellular structures that failed to properly elongate into classical gastruloids (Fig. EV1B).

To investigate the impact of *T-UCstem1* on gastruloid development at a molecular level, we examined the expression profiles of pluripotency and differentiation markers in 5-day-old Control and *T-UCstem1* KD gastruloids (Fig. 1F). As expected, immunofluorescence analysis showed few Oct4, Nanog, and Sox2 positive cells localized at the apical zones in Control gastruloids. In contrast, these cells were enriched in KD gastruloids and distributed throughout the aggregates (Fig. 1F). Remarkably, the differentiation marker Brachyury Cdx2, and Sox17, were expressed in both Control and *T-UCstem1* KD gastruloids (Fig. 1F), suggesting that symmetry braking occurs. We next analysed E-Cadherin expression. As expected, E-Cadherin was localised at one pole of Control gastruloids, conversely its expression was mostly diffuse throughout *T-UCstem1* KD gastruloids (Fig. 1F).

Together, these data suggest that *T-UCstem1* is dispensable for the early phases of cell aggregation and compaction, while it is required for gastruloid elongation and exit from pluripotency.

### Increased activation of WNT pathway overcomes the effect of *T-UCstem1* downregulation

It is well known that the efficiency of gastruloid formation is influenced by various factors, including the pluripotency state, the cell density, and the concentration of the WNT pathway inducer CHIR99021 (CHIR) (Amoroso et al, 2023; Beccari et al, 2018; Cermola et al, 2022; Cermola et al, 2021; Turner et al, 2017; Veenvliet et al, 2020). We first compared the pluripotency state of Control and *T-UCstem1* KD cells in a colony formation assay. To this end, both Control and *T-UCstem1* KD ESCs were seeded at low density on gelatin-coated plates, cultured for 5 days in FBS/LIF/2i medium (Fig. 2A) and the resulting colonies were stained with crystal violet. Both Control and KD ESC colonies exhibited a round domed shape morphology characteristic of undifferentiated *naive* ESCs (Fig. 2B). Moreover, they stained positive for the pluripotency markers Oct4 and Nanog, while expression of the differentiation markers Brachyury, Cdx2, Nestin, and Sox17 was not detected as shown by immunofluorescence analysis (Fig. 2C). These findings demonstrate that Control and *T-UCstem1* KD cells in the undifferentiated state show the same level of pluripotency at both the morphological and molecular levels.

**Figure 2:**
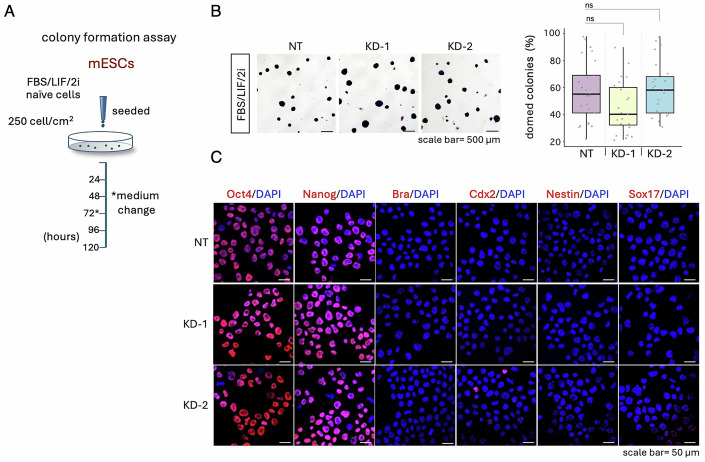
Pluripotency state of control and *T-UCstem1* KD cells at initial time point. (**A**) Schematic representation of the experimental design. Control (NT) and *T-UCstem1* KD mESCs were plated at low density (250 cells/cm^2^) in FBS/LIF/2i medium for 5 days. (**B**) Representative brightfield images (left) of crystal violet stained colonies generated, after 5 days in FBS/LIF/2i and quantification of the fraction (%) of domed colonies (right). Scale bar, 500 µm (*n* = 5 independent experiments; five fields/condition). Data are shown as mean ± SD. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**C**) Representative confocal images of Oct4, Nanog, Brachyury, Cdx2, Nestin and Sox17 staining on cytospin NT, *T-UCstem1* KD-1, *T-UCstem1* KD-2 ESCs after 5 days in FBS/LIF/2i. Nuclei were counterstained with DAPI (blue). Scale bar, 50 µm. All images are representative of three fields/condition. Source data are available online for this figure.

We then evaluated the effect of changing cell density on *T-UCstem1* KD gastruloid formation by increasing the number of ESCs seeded from 100 to 250 cells per well. The diameter of both Control and *T-UCstem1* KD aggregates (48 h AA) increased with the number of seeded cells (Figs. 3A and EV2A), as well as the length and the width of 5-day-old gastruloids (Fig. EV2B,C). However, unlike Controls, the *T-UCstem1* KD aggregates maintained a spheroidal/ovoidal morphology and did not undergo proper elongation (Figs. 3B and EV2D). Consistent with the morphological analysis, immunofluorescence data showed defective expression of pluripotency and differentiation markers in *T-UCstem1* KD gastruloids at all cell density tested (Fig. 3C). These findings support the idea that *T-UCstem1* is dispensable for the initial phase of cell aggregation, but it is crucial for promoting gastruloid elongation, independently of the cell number.

**Figure 3:**
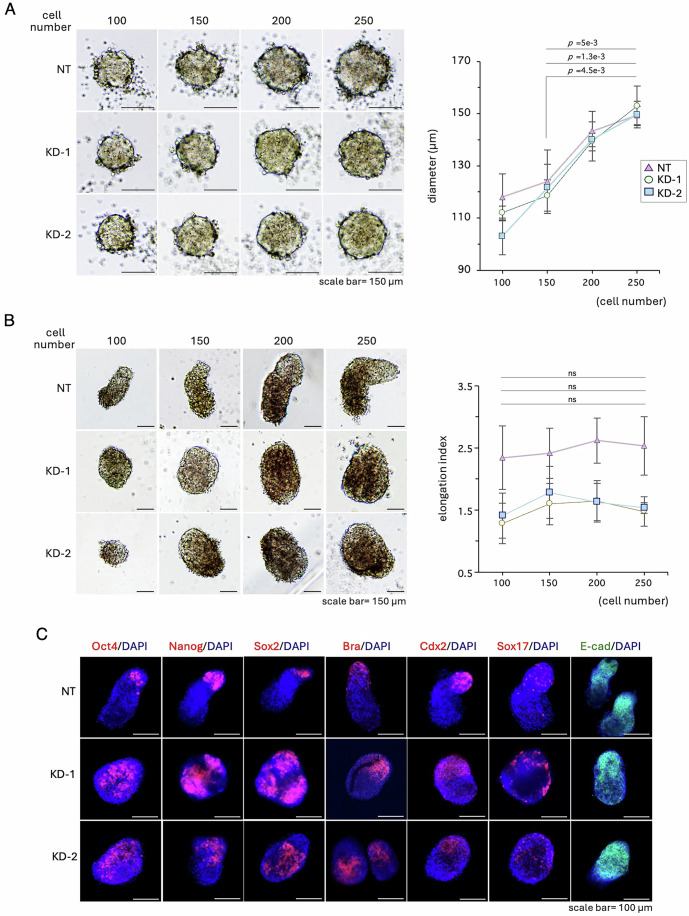
*T-UCstem1* KD effect is independent on the initial cell number. (**A**) Representative brightfield images of cell aggregates from 100 to 250 seeded cells (left) and diagrams of aggregate diameter at 48 h (right). Scale bar, 150 µm. Data are shown as mean ± SD (*n* = 2 independent experiments; 10 gastruloids/condition). Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**B**) Representative brightfield images of gastruloids from 100 to 250 seeded cells (left) and diagrams of gastruloid elongation index at 120 h (right). Scale bar, 150 µm. Data are shown as mean ± SD (*n* = 2 independent experiments; 10 gastruloids/condition). Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**C**) Representative confocal images of gastruloids from 250 initial cells at 120 h stained with Oct4, Nanog, Sox2 (pluripotency markers), Brachyury, Cdx2, Sox17 (differentiation markers) and E-cad (cell adhesion marker). Nuclei were counterstained with DAPI (blue). Scale bar, 100 µm. All images are representative of three individual gastruloids. Source data are available online for this figure.

**Figure EV2:**
*T-UCstem1* KD effect is independent on the initial cell number. (**A**) Boxplot diagrams of the aggregate diameter at 48 h of NT (left), KD-1 (middle) and KD-2 (right). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**B**–**D**) Boxplot diagrams of the gastruloids length (**B**), width (**C**) and elongation index (**D**) at 120 h of NT (left), *T-UCstem1* KD-1 (middle) and *T-UCstem1* KD-2 (right). Data are shown as mean ± SD (*n* = 2 independent experiments; 10 gastruloids/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant.

Finally, to rule out the possibility that the concentration of CHIR used (3 μM) might not be appropriate to induce proper elongation of the *T-UCstem1* KD aggregates, we examined the dose-dependent effect of CHIR (3–8 μM) on *T-UCstem1* KD gastruloids (Figs. 4A and EV3A–C). Increased concentrations of CHIR were able to rescue the ability of both *T-UCstem1* KD-1 and KD-2 ESCs to develop elongated gastruloids. Specifically, at the highest concentration of CHIR, 5 and 6 μM respectively, KD-1 and KD-2 gastruloids elongated (Fig. 4A) and showed proper expression profile of Oct4, Nanog, Cdx2 and Brachyury (Fig. 4B). At the highest concentration (8 μM), both Control and *T-UCstem1* KD ESCs developed abnormal gastruloids surrounded by a cloud of dead cells (Fig. EV3A–D), suggesting a toxic effect of CHIR at these concentrations.

**Figure 4:**
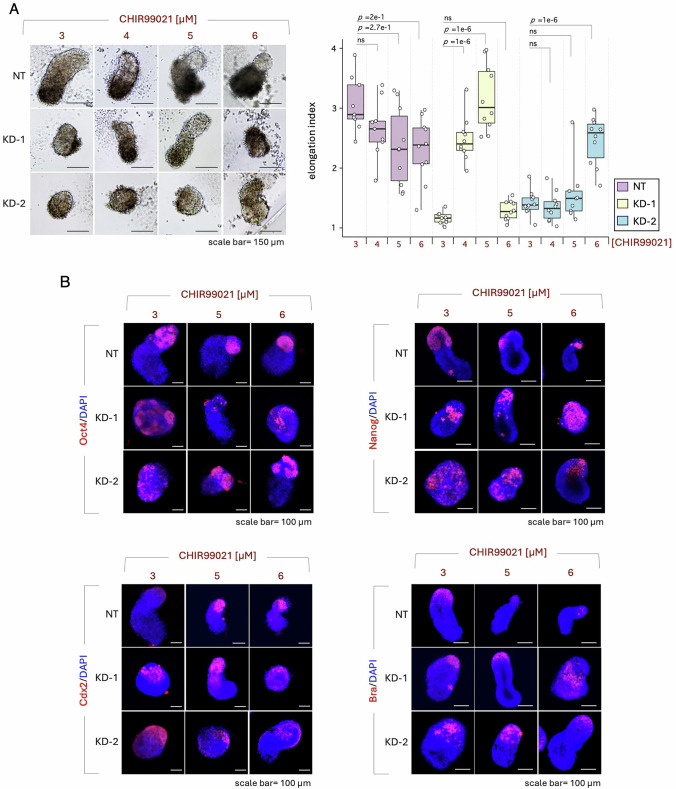
CHIR99021 rescues *T-UCstem1* KD gastruloid elongation in a dose-dependent manner. (**A**) Dose-response activity of CHIR99021 on gastruloid development. Representative brightfield images of gastruloids treated with increasing concentration of CHIR99021, 3–6 µM (left) and boxplot of gastruloid elongation index at 120 h (right). Scale bar, 150 µm. Data are shown as mean ± SD (*n* = 3 independent experiments; 10 gastruloids/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**B**) Representative confocal images showing the expression of pluripotency (Oct4 and Nanog) and differentiation markers (Cdx2 and Bra) in gastruloids at 120 h, treated with increasing concentrations of CHIR99021 (3–6 µM). Nuclei were counterstained with DAPI (blue). Scale bar, 100 µm. All images are representative of 4 individual gastruloids. Source data are available online for this figure.

**Figure EV3:**
Dose-dependent effect of CHIR99021 on gastruloid development. (**A**–**C**) Representative brightfield images of Control (NT) (**A**), KD-1 (**B**), KD-2 (**C**) gastruloids treated with increasing concentration of CHIR99021 (3–8 µM). Scale bar, 150 µm. (**D**) Representative confocal images of Oct4 (pluripotency marker) and Cdx2 (differentiation marker) in gastruloids treated with 8 µM of CHIR99021. Nuclei were counterstained with DAPI (blue). Scale bar, 100 µm. All images are representative of 4 individual gastruloids.

Our data indicate that downregulation of *T-UCstem1* does not affect the ability of ESC aggregates to develop into elongated gastruloids but rather reduces the susceptibility to pharmacological activation of WNT.

### *T-UCstem1* is required for the proper cell type composition in mouse gastruloids

To further investigate the impact of *T-UCstem1* on gastruloid development at a molecular level, we performed a bulk RNA sequencing analysis of Control and *T-UCstem1* KD 5-day-old gastruloids. 

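Bulk RNA sequencing measured gastruloids at 120 h (day 5) after aggregation, treated with 3 µM CHIR99021, an inhibitor of GSK3 that activates WNT signalling. There were 3 libraries of Control (NT) gastruloids, made from ESCs with a non-targeting construct, and 3 libraries of *T-UCstem1* KD-1 gastruloids, made from one of the knockdown clones. Both were derived from the mouse ESC line TBV2 129/SvP. Since each group comes from a single line, a difference between the lines other than the silencing enters the same comparison. The study quantified paired-end reads with Salmon on a Gencode gene model, and the authors deposited the estimated read count of each gene as whole numbers, without normalization. Salmon divides reads between near-identical sequences, so the counts of such genes are uncertain. Of the 35565 mouse Ensembl identifiers listed, 35222 were found in GENCODE vM39 (GRCm39), among them 21467 protein-coding genes, 13189 pseudogenes and 92 lncRNA genes. The column names gave the group of each library, but their number suffixes do not correspond one to one with the replicate numbers of the sample labels, so the libraries are named here by their depth within the group. The Control (NT) libraries held 20982249, 34694406 and 56674906 counts, and the KD-1 libraries held 41180012, 42407550 and 85561026 counts. Every pair of libraries of the same group differed by more than the sampling noise, with a chi-square of at least 4.85 per degree of freedom over the genes compared. This argues against repeated sequencing of one library, and each library was counted as 1 sample. It cannot tell separate samples from separate preparations of one sample, since both can exceed the sampling noise. Mitochondrial mRNAs made up between 6.15% and 7.62% of the counts of a library, and its top 10 genes made up between 8.03% and 9.66%. Differential expression was tested with edgeR's quasi-likelihood test on the 15110 genes kept by edgeR's filter on low counts, after TMM normalization, whose factors lay between 0.97 and 1.03. Genes with an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change over 1.5 or under 0.667 were called differentially expressed. Levels are given as CPM, counts scaled by the TMM-normalized library size, and spreads as the SD over the 3 libraries of a group.

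The level of *T-UCstem1* itself was not analysed here. The primers with which the study measured it by qRT-PCR match GRCm39 on chromosome 13, from 78040706 to 78040978, a product of 273 bp. This lies within the protein-coding gene *Arb2a* (ENSMUSG00000064138, chromosome 13, from 77850152 to 78315270, plus strand), outside its annotated exons. *Arb2a* had 24.2 ± 2.09 TMM-normalized CPM (SD, n = 3) in Control (NT) and 26.4 ± 0.748 (SD, n = 3) in KD-1 libraries, a log2 fold change of 0.13 (standard error 0.08), and this difference was not detected (adjusted p = 0.18, edgeR's quasi-likelihood test).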

The principal component analysis (PCA) revealed significant differences between the two transcriptional profiles with ∼6000 differentially regulated genes (fold change >1.5 and fold change <0.667; *P*adj <0.05) (Figs. 5A and EV4A). 

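After DESeq2's variance stabilizing transformation, the 500 most variable genes placed 94.0% of the variance on PC1 and 3.66% on PC2, with jackknife standard errors of 2.64 and 1.77 percentage points. The Control (NT) libraries had PC1 scores of -30.4, -25.7 and -26.9, and the KD-1 libraries had 28.1, 26.4 and 28.6, so that the gap between the groups was larger than the spread within either. With all genes with at least 10 counts in total in place of the 500 most variable, PC1 held 86.4% of the variance. Of the 15110 genes tested, 5704 were called, 2976 higher and 2728 lower in KD-1. Of the settings tried, the fold change threshold moved this count most, to 3274 genes at an absolute log2 fold change over 1 and to 9597 genes with no fold change threshold. The biological coefficient of variation was 10.6%. In 5663 of the 5704 genes all libraries of one group lay above all libraries of the other. Over all genes tested, 10670 genes (70.6%) did so, where chance gives 10% for 3 against 3. Genes on chromosome 1 contributed unequally: 40.2% of those tested were called higher, against 18.0% on the other autosomes. Without chromosomes 1 and Y, 5280 genes were called, 2620 higher and 2660 lower.

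Among called genes with at least 10 counts in every library and no overlap between the groups, the 5 largest falls were those of *Meox1*, *Arg1*, *Foxc1*, *Stra6* and *Pdgfra*. *Arg1* (ENSMUSG00000019987, chromosome 10, from 24791118 to 24803817) had 86.3 ± 5.93 CPM in Control (NT) and 0.344 ± 0.112 in KD-1 (SD, n = 3 each), a log2 fold change of -7.85 (standard error 0.16, adjusted p = 8.1e-09, edgeR's quasi-likelihood test). *Stra6* and *Pdgfra* had log2 fold changes of -6.09 and -6.07. The 5 largest rises were those of *Prpf39*, *Dcc*, the identifier ENSMUSG00000114257, *Gm48493* and *Gm48415*. *Prpf39* (ENSMUSG00000035597, chromosome 12, from 65083078 to 65110160), which overlaps *Fkbp3*, had 1.41 ± 0.118 CPM in Control (NT) and 82.8 ± 1.13 in KD-1, a log2 fold change of 5.89 (standard error 0.09, adjusted p = 2.8e-09). *Dcc* had a log2 fold change of 5.77. ENSMUSG00000114257 (5.43) has no name in GENCODE vM39. *Gm48493* (5.34) and *Gm48415* (5.21) are processed pseudogenes of one repeated sequence, and the counts of such copies are uncertain one by one. With each library left out in turn, the log2 fold changes of these 10 genes kept their sign and stayed past the threshold.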

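The lists that enter a gene ontology analysis of these libraries depend on the test and its threshold. With DESeq2's Wald test, the study's tool, at the same fold change and adjusted p, 5979 genes were called, 3293 (55.1%) of them higher in KD-1 and 2686 lower. Of the 5704 genes called with edgeR, 5460 were also called with DESeq2. Scaling by library size alone gave 3252 higher and 2437 lower genes, and RLE normalization gave 3084 and 2587. The enrichment of ontology terms was not tested here, since the term annotation used by the study was not analysed here.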

Gene ontology analysis unveiled a significant enrichment in terms related to multicellular organism development, locomotion, gastrulation, anteroposterior (A-P) pattern specification, and WNT signalling pathway (Fig. 5B). Particularly, naive and primed pluripotency genes (*Pou3f4*, *Sox2*, *Esrrb*, *Nanog*, *Tfcp2l1*, *Tdgf1*, *Klf2*, *Zfp42*, *Klf4*, *Dnmt3a*) were expressed at higher levels in *T-UCstem1* KD aggregates compared to Control, while A-P pattern specification markers (*Meox1*, *Foxc2*, *Tbx18*, *Foxc1*, *Pax1*, *Aldh1a2*, *Sox17*, *Fgf8*, *Gata4*, *Cdx2*) showed an opposite trend (Fig. 5C). 

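Of the 10 pluripotency genes, 9 were called higher and *Dnmt3a* was called lower in KD-1. The counts were 9 and 1 when adjusted over the list alone, which is not independent evidence, since the study chose the genes from these libraries. *Sox2* (ENSMUSG00000074637, chromosome 3, from 34704554 to 34706610) had 114 ± 19.5 TMM-normalized CPM in Control (NT) and 531 ± 14.7 in KD-1 (SD, n = 3 each), a log2 fold change of 2.22 (standard error 0.11, adjusted p = 8.2e-07, edgeR's quasi-likelihood test). *Esrrb*, *Nanog*, *Tdgf1* (named Cripto in GENCODE vM39), *Klf2*, *Klf4* and *Zfp42* had log2 fold changes between 1.45 and 1.87. *Tfcp2l1* (1.68) lies on chromosome 1, where the tested genes had a median log2 fold change of 0.49. *Pou3f4* had 0, 0 and 7 counts in Control (NT) and 136, 133 and 239 in KD-1, so its log2 fold change of 5.56 moved between 5.01 and 10.1 with one library left out. *Dnmt3a* (ENSMUSG00000020661, chromosome 12, from 3856007 to 3964443) had 120 ± 1.22 CPM in Control (NT) and 72.0 ± 1.06 in KD-1 (SD, n = 3 each), a log2 fold change of -0.74 (standard error 0.05, adjusted p = 4.3e-06, edgeR's quasi-likelihood test). The median log2 fold change of the list was 1.65. As a set it was higher (camera with a preset inter-gene correlation of 0.01, p = 3.3e-05), which held with an estimated correlation (p = 0.012) and under fry (p = 3.7e-08).

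Of the 10 A-P pattern specification genes, 9 were tested and all of these were called lower in KD-1, also when adjusted over the list alone. The study chose this list too from these libraries, so tests of it are not independent evidence. *Meox1* (ENSMUSG00000001493, chromosome 11, from 101768336 to 101785227) had 371 ± 16.7 CPM in Control (NT) and 0.423 ± 0.0313 in KD-1 (SD, n = 3 each), a log2 fold change of -9.77 (standard error 0.09, adjusted p = 2.1e-10, edgeR's quasi-likelihood test). *Foxc2* (-8.49), *Tbx18* and *Foxc1* (-7.13) followed. *Aldh1a2* had a log2 fold change of -4.67, and *Cdx2* had the smallest change of the 9 (-1.25). *Fgf8* (-2.59) and *Gata4* (-2.48) had at most 1.78 CPM on average in either group. *Pax1* was at or under 3 counts in every KD-1 library and was at least 56.4-fold lower there. *Sox17*, also on chromosome 1, had 9, 4 and 9 counts in Control (NT) and 0, 0 and 1 in KD-1, too few to pass the filter, and was at least 3.55-fold lower. It was called lower with DESeq2, which applied no such filter. The median log2 fold change of the 9 genes was -6.70, or -5.82 with *Pax1* at its bound. The set was lower (camera, p = 8.0e-06), also under fry (p = 2.2e-05), whereas with an estimated correlation camera gave p = 0.065. When only genes with at least 10 counts in every library were tested, 5 genes of the list remained testable and all 5 were called lower. In each of the 20 genes the groups did not overlap, and 0.1 is the smallest two-sided p that an exact permutation test of 3 libraries against 3 allows. The paper later states that its data offer molecular and functional evidence for a control of the exit from naive pluripotency by *T-UCstem1*.

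**Figure D1:**
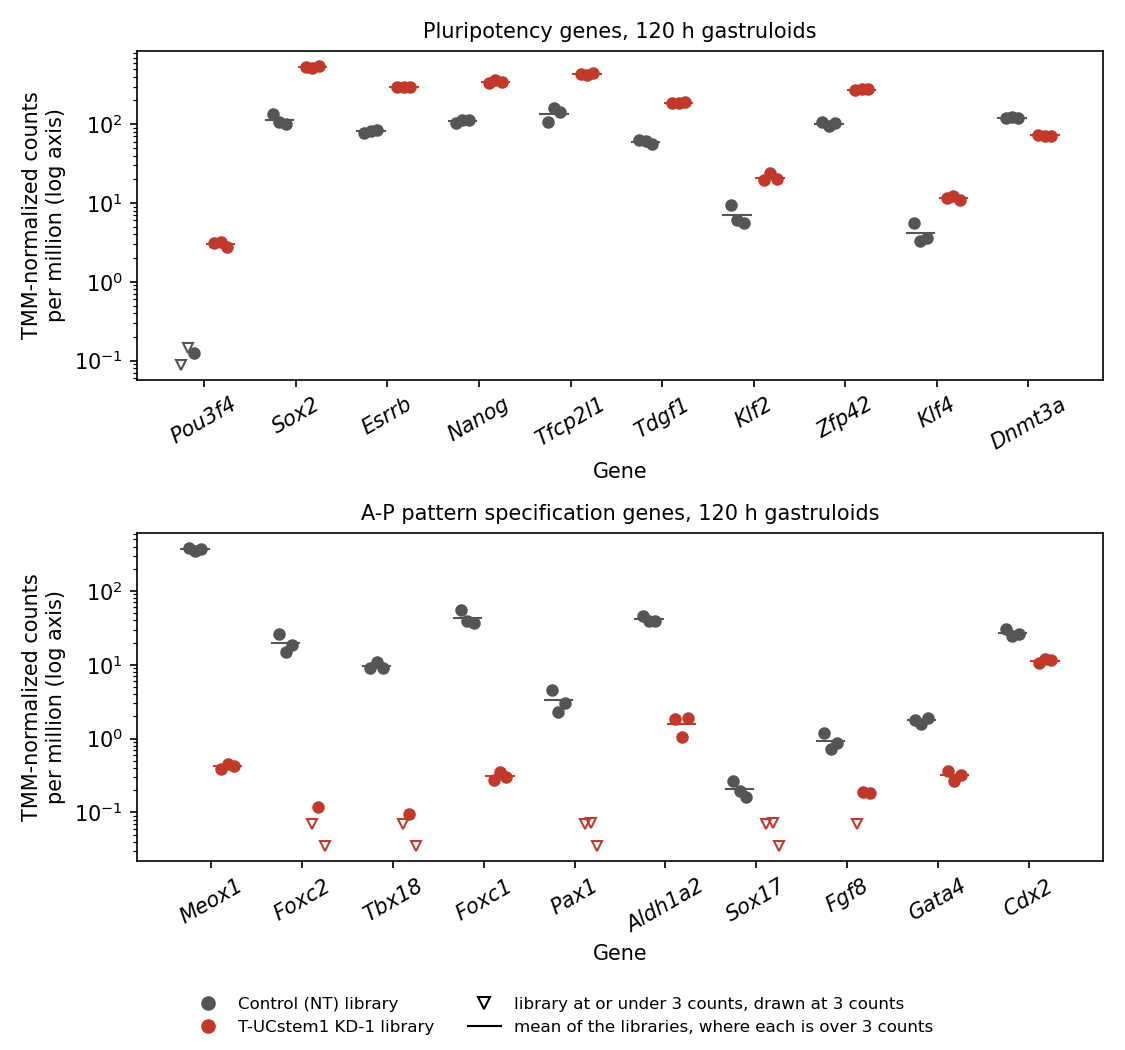
TMM-normalized CPM (log axis) of the pluripotency genes (top) and the A-P pattern specification genes (bottom) in each Control (NT) library (grey) and each KD-1 library (red). Lines give group means where every library is over 3 counts, and open triangles are libraries at or under 3 counts, drawn at 3 counts. The KD-1 libraries lie above the Control (NT) libraries in 9 of the 10 pluripotency genes, all except *Dnmt3a*, and below them in all 10 A-P genes.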

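Of the 20 WNT pathway genes of Fig. 5C, 18 were tested, and 7 were called higher and 8 lower in KD-1, also when adjusted over the list alone. The study chose this list from the same libraries as well. The genes called higher were *Dkk3*, *Sfrp4*, *Notum*, *Gpc4*, *Sfrp2*, *Tnks2* and *Amer2*. *Notum*, which encodes an extracellular enzyme that inactivates WNT proteins (ENSMUSG00000042988, chromosome 11, from 120541446 to 120552019), had 4.22 ± 1.01 TMM-normalized CPM in Control (NT) and 22.0 ± 1.31 in KD-1 (SD, n = 3 each), a log2 fold change of 2.37 (standard error 0.15, adjusted p = 2.9e-06, edgeR's quasi-likelihood test). *Dkk3* had the largest rise of the list, a log2 fold change of 2.77, at a mean of 0.310 CPM in Control (NT) and 2.13 in KD-1. *Sfrp4* (2.60) came next, and *Gpc4* had 1.99. *Sfrp2* (0.80), *Tnks2* (0.61) and *Amer2* (0.60) changed less. *Amer2* was not called under upper-quartile normalization or in 3 of the 6 fits that each left out one library, and *Tnks2* was not called in 1 of them.

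The genes called lower were *Tbx18*, *Nfatc4*, *Fzd1*, *Wnt9a*, *Rspo1*, *Wnt5a*, *Lrp5* and *Ror2*. *Wnt5a*, which encodes a WNT ligand (ENSMUSG00000021994, chromosome 14, from 28226495 to 28249405), had 23.7 ± 1.88 CPM in Control (NT) and 8.00 ± 0.675 in KD-1 (SD, n = 3 each), a log2 fold change of -1.56 (standard error 0.10, adjusted p = 2.9e-06, edgeR's quasi-likelihood test). *Tbx18* (-7.29) had the largest fall and *Ror2* (-1.05) the smallest. The WNT co-receptor gene *Lrp5* fell by 1.43 on the log2 scale, while its paralog *Lrp6* had a log2 fold change of 0.08 (standard error 0.11, adjusted p = 0.56, edgeR's quasi-likelihood test), which became -0.05 without the Control (NT) library of middle depth. *Amer1* (0.57, standard error 0.13, adjusted p = 0.0041, the same test) was higher by less than 1.5-fold and passed the threshold in 8 of 15 other settings. *Dkk1* was tested and not called. *Dkk2* had at most 17 counts and *Rspo2* at most 22 in any library, and neither passed the filter on low counts. DESeq2 gave *Rspo2* a log2 fold change of -1.80 (adjusted p = 0.048), and it was called in 3 of the 7 settings that tested it.

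The list as a whole went both ways, with a median log2 fold change of 0.24 that became -0.03 with DESeq2 and -0.44 when only genes with at least 10 counts in every library were tested. It was not shifted in one direction under camera (p = 0.85, and p = 0.85 with an estimated correlation). Under fry, whose rotations keep the correlation between genes, it was lower (p = 0.0018) and changed when both directions were counted (mixed test, p = 1.7e-08).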

Interestingly, in line with the idea that silencing of *T-UCstem1* reduces the susceptibility of ESC aggregates to WNT signalling, which is crucial for correct gastruloid development (Turner et al, 2017), WNT pathway-related genes were deregulated in *T-UCstem1* KD gastruloids compared to Controls (Figs. 5C and EV4B).

**Figure 5:**
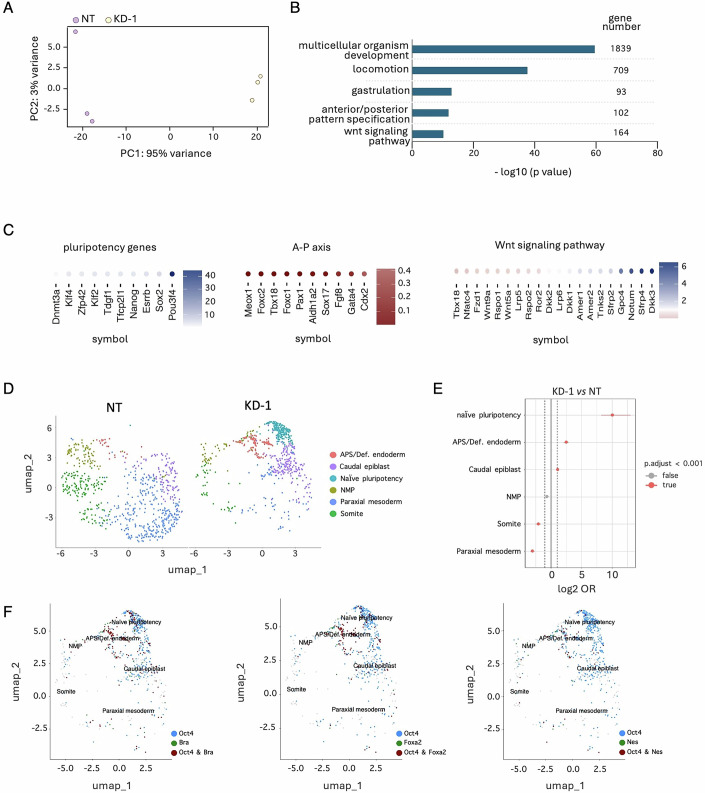
*T-UCstem1* preserves the gastruloids cellular composition. (**A**) Principal-component analysis (PCA) of the expression profiles of Control (NT) and *T-UCstem1* KD-1 gastruloids, treated with 3 μM, at 120 h. (**B**) Enrichment of top five biological process gene ontology terms ordered by *P* value of upregulated genes in *T-UCstem1* KD-1 versus Control (NT) gastruloids. Statistical significance was assessed by Fisher’s exact test. *P* values of ≤0.05 were considered statistically significant. (**C**) Heatmaps of upregulated and downregulated genes related to pluripotency, A-P pattern specification and WNT signalling in *T-UCstem1* KD-1 cells versus Control (NT). (**D**) UMAP plot of the subsampled dataset with annotated clusters. (**E**) Odd ratios (OR) of annotated cell populations, in *T-UCstem1* KD-1 vs NT gastruloids. (**F**) UMAP expression plot of Oct4, Brachyury, FoxA2 and Nestin in *T-UCstem1* KD-1 gastruloids. Source data are available online for this figure.

**Figure EV4:**
Diverse cellular composition in *T-UCstem1* KD gastruloids versus the Control. (**A**) Volcano plot of differentially expressed genes between *T-UCstem1* KD-1 and NT gastruloids. Differential expression analysis was performed using DESeq2 (Wald test; *n* = 3/group). Genes with adjusted *p* < 0.05 and |log₂ fold change| > 1 are color-coded. (**B**) Reference map of the WNT Signaling pathway from the KEGG pathway database; annotated features are coloured based on differential expression between KD and Control (NT). (**C**) Stacked barplots of the cell lineage proportion in *T-UCstem1* KD-1 and NT gastruloids. (**D**) UMAP plot highlighting expression of *Oct4*, *Nanog* and *Sox2* in *T-UCstem1* KD-1 gastruloids. (**E**) UMAP plot highlighting expression of *Oct4*, *Gata6* and *Sox17* in *T-UCstem1* KD-1 gastruloids.

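With DESeq2's Wald test and an absolute log2 fold change over 1, the tool and threshold of Fig. EV4A, 3600 genes were called, 2218 higher and 1382 lower in KD-1. DESeq2 fitted the 22192 genes with at least 1 count and gave an adjusted p for 18745 of them. For the 20977 genes with a total over 1 count, a set chosen after the data were examined, it gave an adjusted p for 18526, and 5985 were called at the 1.5-fold threshold.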

To further investigate this phenotype, and to shed light on the role of *T-UCstem1* on the composition of gastruloids at cellular level, we performed single-cell transcriptomic profiling of Control and *T-UCstem1* KD gastruloids. As expected, in Control gastruloids, most of the cells were fully committed to the three germ layers with an underrepresentation of anterior structures and rostral neuronal fates, and a clear population of neuro-mesodermal progenitors (NMPs) (Suppinger et al, 2023) (Figs. 5D and EV4C). We also observed the emergence of the definitive endoderm lineage, specifically the Anterior Primitive Streak (APS)/Definitive endoderm. Consistent with previous reports, the mesoderm was the most diverse lineage, encompassing cells with somite and paraxial mesodermal identities (Suppinger et al, 2023; van den Brink et al, 2020) (Figs. 5D and EV4C). Interestingly, in *T-UCstem1* KD gastruloids, the cell populations *naive pluripotency*, *APS/Definitive endoderm* and *caudal epiblast* were statistically more represented, while the cell populations *somite* and *paraxial mesoderm* were more represented in Control gastruloids (Figs. 5E and EV4C). Of note, the *naive pluripotency* labeled population were particularly enriched in *T-UCstem1* KD gastruloids (Figs. 5D and EV4C). The nature and high percentage of cells within the *naive pluripotency* population prompted us to investigate the distribution of cells positive for the three main pluripotency markers: *Oct4*, *Nanog*, and *Sox2* (Fig. EV4D). Interestingly and consistent with the annotation, while most of the cells expressing the pluripotency markers were localized within the *naive pluripotency* population; a sizable number were also present in other cell populations (e.g., Anterior primitive streak, Caudal epiblast, and NMP), suggesting a potential co-expression of pluripotency and cell commitment markers within these populations (Fig. EV4D).

In line with this hypothesis, we found a significant fraction of *Oct4*/*Brachyury* double positive cells in *T-UCstem1* KD gastruloids, which was particularly enriched within the *Anterior primitive streak* cell population. Of note, we also found co-expression of *Oct4* with other differentiation markers such as *FoxA2*, *Nestin*, *Gata6* and *Sox17* (Figs. 5F and EV4E).

Collectively, these findings demonstrate that the cellular composition of *T-UCstem1* KD gastruloids significantly differs from that of Control gastruloids. Specifically, *T-UCstem1* KD gastruloids were significantly enriched in cell population annotated as *naive pluripotency* as well as those identified as *Anterior primitive streak*, but which actually is composed of cells that exhibit a unique profile integrating molecular features of both pluripotency and differentiation.

### *T-UCstem1* controls the correct cell lineage composition of mouse gastruloids

To further investigate the phenotype of *T-UCstem1* KD gastruloids, we assessed whether the pluripotent cell population enriched in *T-UCstem1* KD gastruloids was also endowed with self-renewal potential. To this end, 4-day-old (96 h AA) Control and *T-UCstem1* KD gastruloids were dissociated, the cells plated at low density (250 cells/cm^2^) in FBS/LIF/2i medium and the resulting colonies were stained with either crystal violet or alkaline phosphates (AP) and quantified (Fig. 6A,B). Cells derived from Control gastruloids gave rise to few domed-shaped and AP positive colonies; while the same fraction significantly increased (6/7-fold) in the cell population derived from *T-UCstem1* KD aggregates (Fig. 6B). Furthermore, immunofluorescence analysis of the proliferation marker Ki67 showed that the fraction of Ki67-positive cells increased in *T-UCstem1* KD gastruloids compared to Control (Fig. 6C). Of note, the fraction of pluripotent cells was reduced to that of Control in *T-UCstem1* KD1 and KD2 gastruloids treated with higher concentration of CHIR, 5 and 6 μM, respectively. Taken together, these data offer both molecular and functional evidence that *T-UCstem1* controls exit from naive pluripotency of ESC aggregates and suggest that this occurs through modulation of WNT pathway.

**Figure 6:**
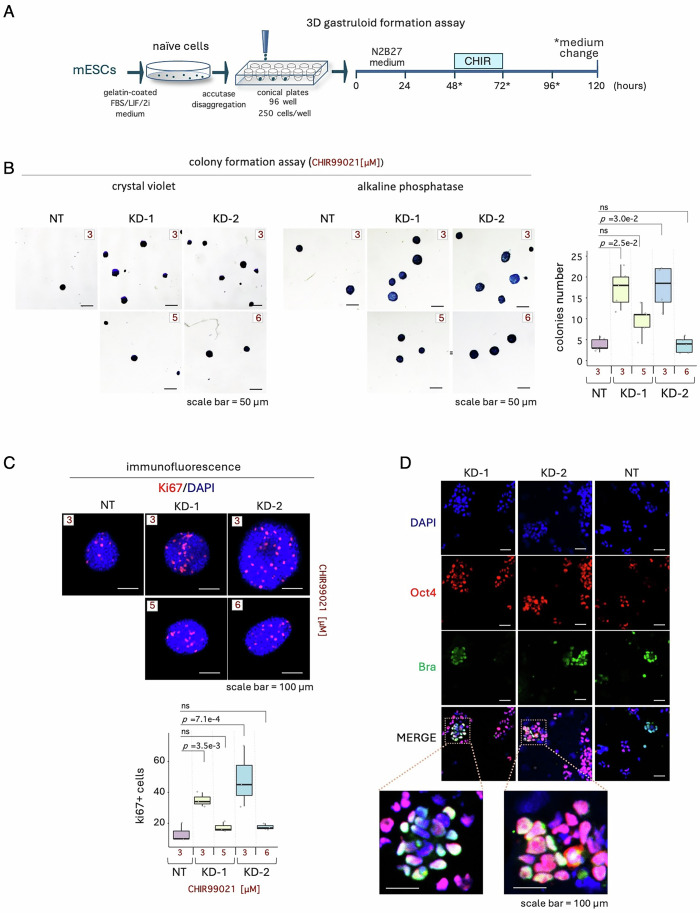
*T-UCstem1* is essential for proper cellular exit from pluripotency and establishment of cell identity. (**A**) Schematic representation of the experimental design. Control (NT) and *T-UCstem1* KD gastruloids were dissociated by trypsin digestion and the cells plated in FBS/LIF/2i medium at either 250 cells/cm^2^ for colonies quantification and alkaline phosphatase assay, respectively, after 96 and 120 h in culture. (**B**) Representative brightfield images (left) of crystal violet and alkaline phosphatase-stained colonies derived from NT and *T-UCstem1* KD dissociated gastruloids. Scale bar, 50 µm. Boxplot diagram (right) showing the number of colonies derived from NT and *T-UCstem1* KD dissociated gastruloids. Data are shown as mean ± SD (*n* = 5 independent experiments; five fields/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**C**) Representative confocal images of Ki67 (proliferation marker) in NT and *T-UCstem1* KD gastruloids at 96 h (top). Scale bar, 100 µm. All images are representative of nine individual gastruloids. Boxplot diagram (bottom) showing the number of Ki67+ cells in NT and *T-UCstem1* KD gastruloids at 96 h. Data are shown as mean ± SD (*n* = 3 independent experiments; three gastruloids/condition). Nuclei were counterstained with DAPI (blue). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**D**) Representative images of Oct4 and Brachyury staining on cytospin NT, *T-UCstem1* KD-1, *T-UCstem1* KD-2 cells derived from the dissociation of gastruloids at 120 h. Nuclei were counterstained with DAPI (blue). Scale bar, 100 µm. All images are representative of five fields/condition. Source data are available online for this figure.

We then focused our attention on the cell populations identified by the single-cell analysis, which are characterized by co-expression of pluripotency and differentiation markers. To validate these findings at protein level, 5-day-old (120 h AA) Control and *T-UCstem1* KD gastruloids were dissociated and the cells were double stained with Oct4 and Brachyury. Oct4/Brachyury double positive cells were detected in *T-UCstem1* KD but not in Control gastruloids (Fig. 6D). The concomitant expression of these two key markers indicates the presence of cells displaying molecular feature of both pluripotent and differentiated cells in *T-UCstem1* KD gastruloids, and suggest that *T-UCstem1* exerts a crucial role in the definition of cell lineage specification in developing gastruloids.

### *T-UCstem1* acts through a non-cell-autonomous mechanism that involves DKK1

To investigate the molecular mechanism underlying the function of *T-UCstem1*, we first examined whether it acts through a cell-autonomous or non-cell-autonomous mechanism. To address this issue, we generated chimeric gastruloids by co-culturing Control ESCs with *T-UCstem1* KD-1 and KD-2 ESCs at various ratios, ranging from 4:1 to 1:4 (Fig. 7A–C). Chimeric gastruloids derived from aggregates containing as few as 20% of *T-UCstem1* KD cells already showed defective elongation (Fig. 7B,C), suggesting that *T-UCstem1* acted, at least in part, through a non-cell-autonomous mechanism that can be mediated by soluble factors. To test this hypothesis and considering the reduced sensitivity of *T-UCstem1* KD aggregates to WNT activation, we focused on the WNT pathway-related genes that were deregulated in *T-UCstem1* KD gastruloids as identified by bulk RNA-Seq. 

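For the WNT pathway map of Fig. EV4B, the gene families in its boxes were written out by hand as 166 mouse genes before the data were examined. Of these, 146 were tested, and 33 were called higher and 33 lower in KD-1 (35 and 33 when adjusted over the list alone). The share called, 45.2%, was compared with 37.7% of the 14964 other genes tested, an odds ratio of 1.36 that did not pass 0.05 (two-sided Fisher's exact test across genes, p = 0.071). This test depended on the setting. With the same genes, RLE normalization gave an odds ratio of 1.42 (Fisher's exact test, p = 0.039) and limma-voom gave 1.41 (p = 0.041). Without a filter on low counts the odds ratio was 2.05 (Fisher's exact test, p = 9.8e-06). With DESeq2 it was 1.72 (p = 9.0e-04), and over all settings p in Fisher's exact test lay between 9.8e-06 and 0.094. In these last settings more genes outside the map were tested (22026 and 18583), and fewer of them were called (27.2% and 31.8%). The share of the map genes hardly moved (43.4% and 44.4%), so the odds ratio rose because the background share fell. Among genes with a mean log2 CPM over 1 it was 1.38 (Fisher's exact test, p = 0.077). The median log2 fold change of the 146 genes was 0.05, with no shift in one direction under camera (p = 0.91; p = 0.87 with an estimated correlation) or fry (p = 0.41), while the mixed test of fry, which counts both directions, gave p = 8.3e-08. The secreted inhibitor gene *Cer1* had the largest fall, from 14.6 to 0.0460 CPM on average, a log2 fold change of -7.93 (adjusted p = 1.8e-07, edgeR's quasi-likelihood test). *Wnt7a* had the largest rise, from 0.0837 to 0.807 CPM, a log2 fold change of 3.37 (adjusted p = 3.6e-04, edgeR's quasi-likelihood test).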

Among the most deregulated genes, we found Dickkopf-1 (DKK-1), a secreted inhibitor of beta-catenin-dependent WNT signalling (Fig. 5C). 

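*Dkk1* (ENSMUSG00000024868) lies on chromosome 19 of GRCm39, from 30523263 to 30527065. In the Control (NT) libraries of middle, lowest and highest depth it had 11, 1 and 16 counts, and in the KD-1 libraries it had 15, 11 and 30. As CPM of the library total, without TMM normalization, this is 0.317 (95% exact Clopper-Pearson interval 0.158 to 0.567), 0.0477 (0.00121 to 0.266) and 0.282 (0.161 to 0.458) in Control (NT), and 0.354 (0.198 to 0.583), 0.267 (0.133 to 0.478) and 0.351 (0.237 to 0.501) in KD-1. These intervals cover counting error only. The groups overlapped. The log2 fold change was 0.40 (standard error 0.54, adjusted p = 0.53, edgeR's quasi-likelihood test), so a difference was not detectable at this depth. The log2 fold change had to reach about 1.06 for a normal-approximation 95% interval to exclude 0, and more for a call. Without the shallowest Control (NT) library, which had the single count, it was 0.06, and it lay between 0.37 and 0.61 over the other alternatives, with an adjusted p between 0.35 and 0.91 over all of them. *Dkk1* was called in none of the 14 other settings that tested it. By absolute log2 fold change it ranked 17 of the 18 tested WNT genes of Fig. 5C, and 92 of the 146 tested genes of the pathway map.

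**Figure D2:**
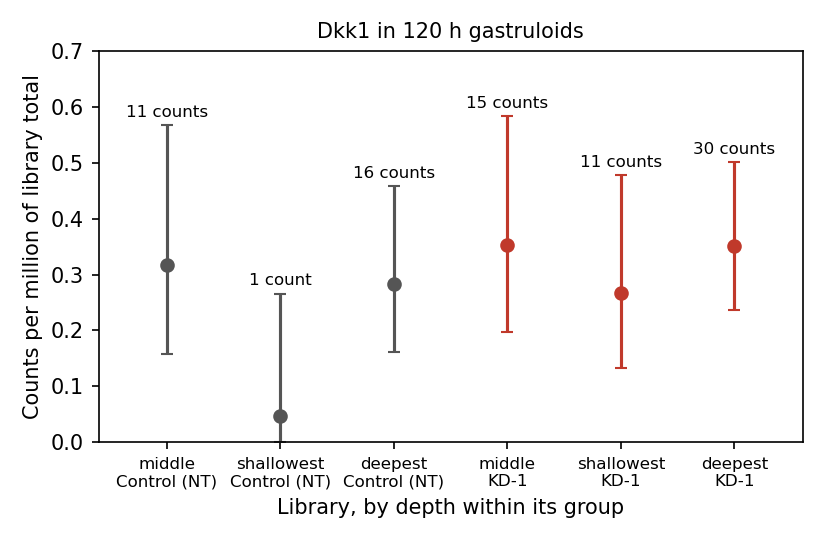
*Dkk1* CPM (counts of the library total, without TMM normalization) in each Control (NT) library (grey) and each KD-1 library (red) at 120 h, with 95% exact Clopper-Pearson intervals and the count of each library above its interval. The KD-1 libraries lie between 0.267 and 0.354 and the Control (NT) libraries between 0.0477 and 0.317, so the groups overlap.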

Given this result, we revisited the RNA-Seq data from our previous study and found that DKK-1 was upregulated also in undifferentiated *T-UCstem1* KD ESCs compared to control (Fiorenzano et al, 2018).

**Figure 7:**
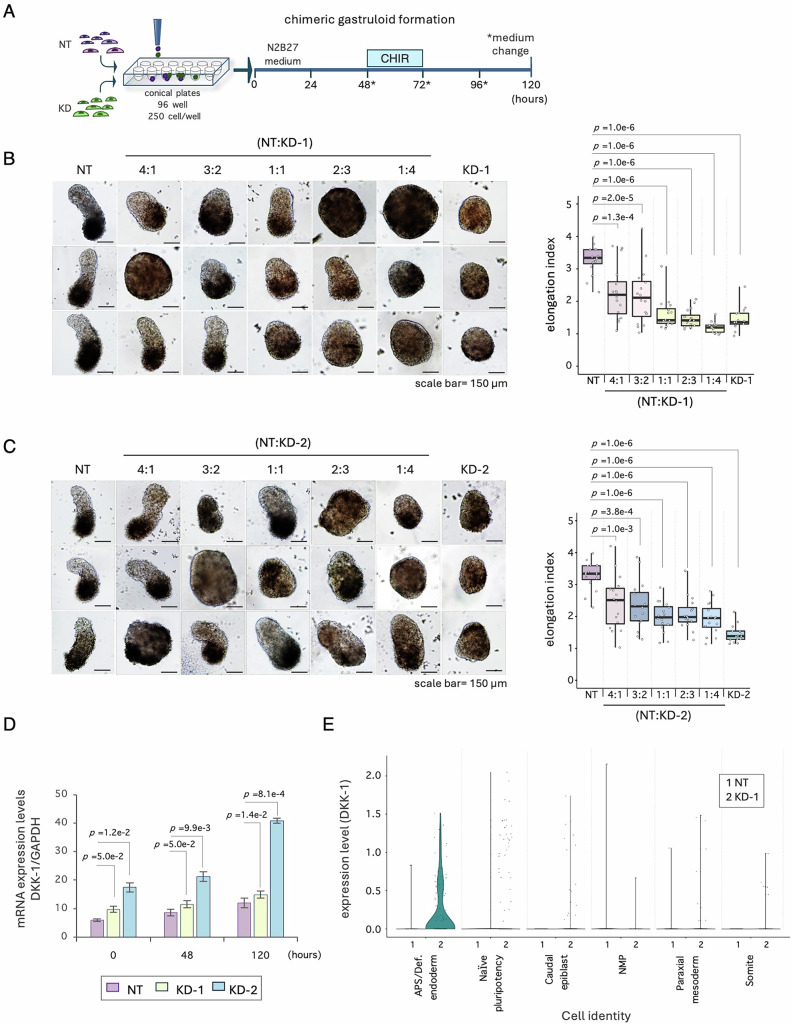
*T-UCstem1* acts through a non-cell-autonomous mechanism. (**A**) Schematic representation of the culture protocol: Control (NT) ESCs and *T-UCstem1* KD ESCs were mixed in different ratios at 0 h. CHIR99021 was added between 48 and 72 h; cell aggregates were cultured until 120 h. (**B**) Representative brightfield images (left) of NT, *T-UCstem1* KD-1 and chimeric gastruloids with different NT:KD-1 ratios (4:1, 3:2, 1:1, 2:3 and 1:4) and boxplot diagram (right) of gastruloid elongation index at 120 h. Scale bar, 150 µm. Data are shown as mean ± SD (*n* = 2 independent experiments; 8 gastruloids/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**C**) Representative brightfield images (left) of NT, KD-2 and chimeric gastruloids with different NT:KD-2 ratios (4:1, 3:2, 1:1, 2:3 and 1:4) and boxplot diagram (right) of gastruloid elongation index at 120 h. Scale bar, 150 µm. Data are shown as mean ± SD (*n* = 2 independent experiments; 8 gastruloids/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**D**) qRT-PCR analysis of DKK-1 expression levels at different stages of control (NT) and *T-UCstem1* KD gastruloid development. Relative RNA level was normalized to *Gapdh*. Data are shown as mean ± SD (*n* = 3 independent experiments). Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**E**) Violin plot showing DKK-1 expression levels across various sub-populations within NT and KD gastruloids (*n* = 698 cells were analyzed for NT and *n* = 692 cells for KD-1). Source data are available online for this figure.

Therefore, we validated the RNA-Seq data and analyzed the expression profile of DKK-1 during gastruloid development by real time PCR (Fig. 7D). Interestingly, DKK-1 expression progressively increased in Control gastruloids. In *T-UCstem1* KD gastruloids, this expression profile was conserved, though DKK-1 expression levels were consistently higher compared to Control (Fig. 7D). Remarkably, single-cell transcriptomic analysis revealed that DKK-1 was upregulated in specific cellular sub-populations, such as the APS/definitive endoderm, which is among the cell populations that are statistically more represented in *T-UCstem1* KD gastruloids compared to Controls (Fig. 7E).

To further explore the hypothesis that *T-UCstem1* acts through DKK-1, we combined pharmacological gain-of-function and loss-of-function approaches by using DKK-1 protein and DKK-1 inhibitor, respectively. Addition of recombinant DKK-1 protein (200 ng/mL) to Control ESC aggregates (Fig. 8A) was able to mimic the phenotype of *T-UCstem1* KD gastruloids at both morphological (Fig. 8B) and molecular (Figs. 8C and EV5A) levels. Notably, DKK-1-treated Control aggregates exhibited reduced elongation index and increased width compared to untreated Controls (Fig. 8D,E), thus supporting the idea that elevated DKK-1 levels explain, at least in part, the mutant phenotype of *T-UCstem1* KD gastruloids. To further explore this hypothesis, we assessed the effect of inhibiting DKK-1 activity in *T-UCstem1* KD-1 gastruloids by using different concentrations of WAY262611, a potent DKK-1 inhibitor and WNT activator (Pelletier et al, 2009). Treatment with WAY262611 (0.1–0.2 μM) rescued in a dose-dependent manner the mutant phenotype of *T-UCstem1* KD aggregates, which developed into properly elongated gastruloids (Figs. 8A,F and EV5B). The rescue was confirmed also at molecular level through expression analysis of pluripotency and differentiation markers (Figs. 8G and EV5C).

**Figure 8:**
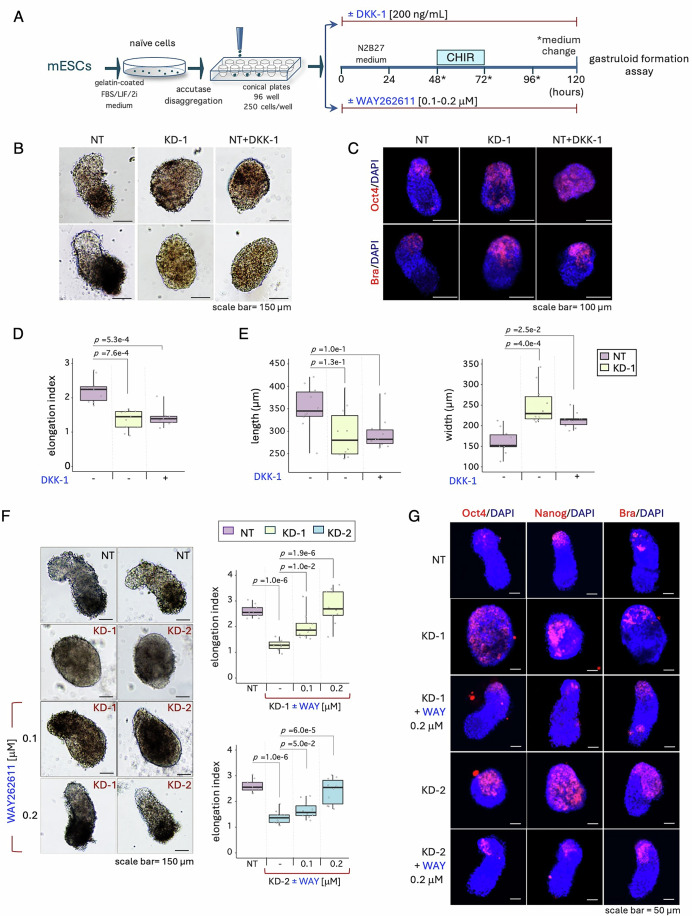
DKK-1 blocks the correct gastruloid development. (**A**) Schematic representation of the experimental design. DKK-1 and WAY-262611 (DKK-1 inhibitor) were added throughout the entire gastruloid formation assay (from 0 h to 120 h). (**B**) Representative brightfield images of gastruloids ± DKK-1 recombinant protein (200 ng/mL). Scale bar, 150 µm. (**C**) Representative confocal images of Oct4 (pluripotency marker) and Brachyury (differentiation marker) in gastruloids ± DKK-1 recombinant protein. Nuclei were counterstained with DAPI (blue). Scale bar, 100 µm. All images are representative of four individual gastruloids. (**D**) Boxplot diagrams of gastruloids elongation index ± DKK-1 recombinant protein at 120 h. Data are shown as mean ± SD (*n* = 3 independent experiments; 10 gastruloids/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**E**) Boxplot diagrams of gastruloids length and width ± DKK-1 recombinant protein at 120 h. Data are shown as mean ± SD (*n* = 3 independent experiments; 10 gastruloids/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**F**) Dose-dependent effect of WAY262611 on *T-UCstem1* KD aggregates. Representative brightfield images of control (NT) and *T-UCstem1* KD treated with different concentration of DKK-1 inhibitor, WAY262611 (0.1-0.2 µM). Scale bar, 150 µm. Boxplot diagrams of gastruloids elongation index ± WAY262611 at 120 h. Data are shown as mean ± SD (*n* = 3 independent experiments, 10 gastruloids/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**G**) Representative confocal images of Oct4 and Nanog (pluripotency markers) and Brachyury (differentiation marker) in gastruloids NT and *T-UCstem1* KD ± WAY262611 at 0.2 µM. Nuclei were counterstained with DAPI (blue). Scale bar, 50 µm. All images are representative of 4 individual gastruloids. Source data are available online for this figure.

**Figure EV5:**
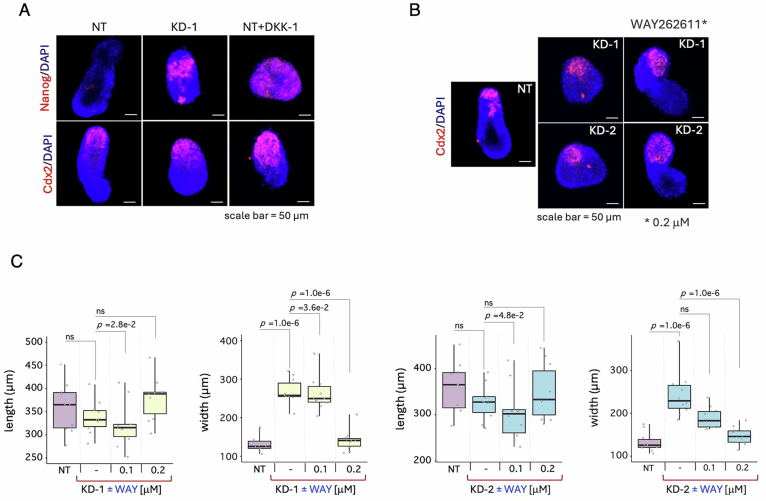
DKK-1 blocks the correct gastruloid development. (**A**) Representative confocal images of Nanog (pluripotency marker) and Cdx2 (differentiation marker) in gastruloids ± DKK-1 recombinant protein. Nuclei were counterstained with DAPI (blue). Scale bar, 100 µm. All images are representative of 4 individual gastruloids. (**B**) Representative confocal images of Cdx2 (differentiation marker) in gastruloids NT and *T-UCstem1* KD ± WAY262611 at 0.2 µM. Nuclei were counterstained with DAPI (blue). Scale bar, 50 µm. All images are representative of 4 individual gastruloids. (**C**) Boxplot diagrams of gastruloids length (left), width (right) ± WAY262611 at 120 h. Data are shown as mean ± SD (*n* = 3 independent experiments, 10 gastruloids/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant.

Consistent with these findings, real-time PCR analysis of *T-UCstem1* and DKK-1 expression during gastruloid development revealed a complementary pattern, supporting a potential functional correlation between the two molecules (Fig. EV6A). Moreover, overexpression of the ultraconserved element uc.170 in *T-UCstem1* KD clones restored DKK-1 expression to wild-type levels (Figs. 9A and EV6B) and rescued their ability to generate elongated gastruloids, exhibiting morphological and molecular features comparable to those of control cells (Fig. 9B–D).

**Figure 9:**
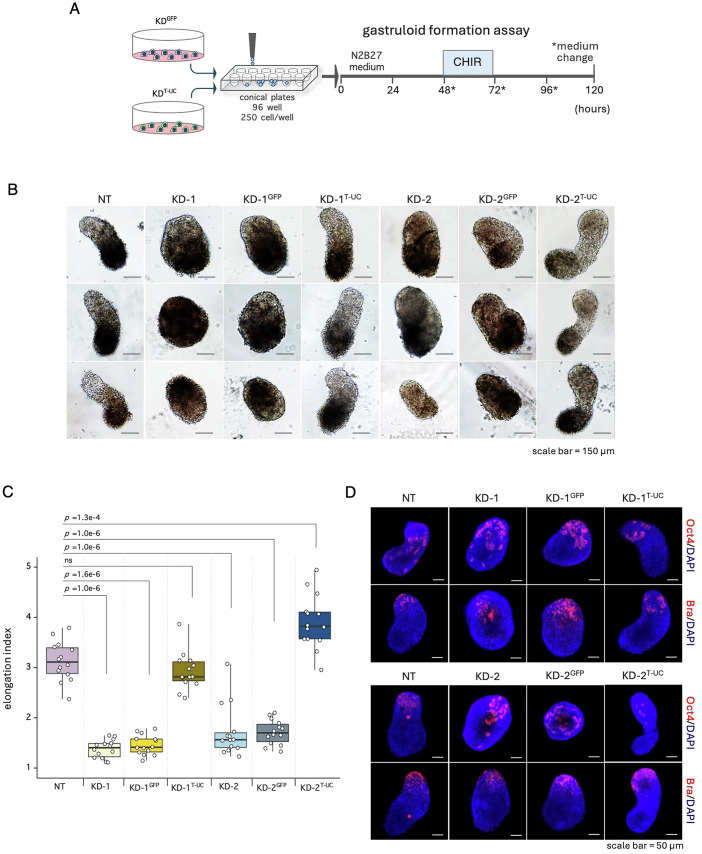
Rescue of gastruloid development by *T-UCstem1* re-expression. (**A**) Schematic representation of the experimental design. *T-UCstem1* KD mESCs overexpressing the ultraconserved element uc.170 (KD^T-UC^) or expressing only GFP as a control (KD^GFP^) were plated on 96-well ultra-low conical plates. CHIR99021 (3 μM) was added between 48 and 72 h; cell aggregates were cultured until 120 h. (**B**) Representative brightfield images of NT, *T-UCstem1* KD, KD^GFP^ and KD^T-UC^ gastruloids at 120 h. Scale bar, 150 µm. (**C**) Boxplot diagrams of gastruloids elongation index at 120 h. Data are shown as mean ± SD (*n* = 2 independent experiments, 14 gastruloids/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. (**D**) Representative confocal images of Oct4 (pluripotency marker) and Brachyury (differentiation marker) in gastruloids NT, *T-UCstem1* KD, KD^GFP^ and KD^T-UC^ at 120 h. All images are representative of 4 individual gastruloids. Source data are available online for this figure.

**Figure EV6:**
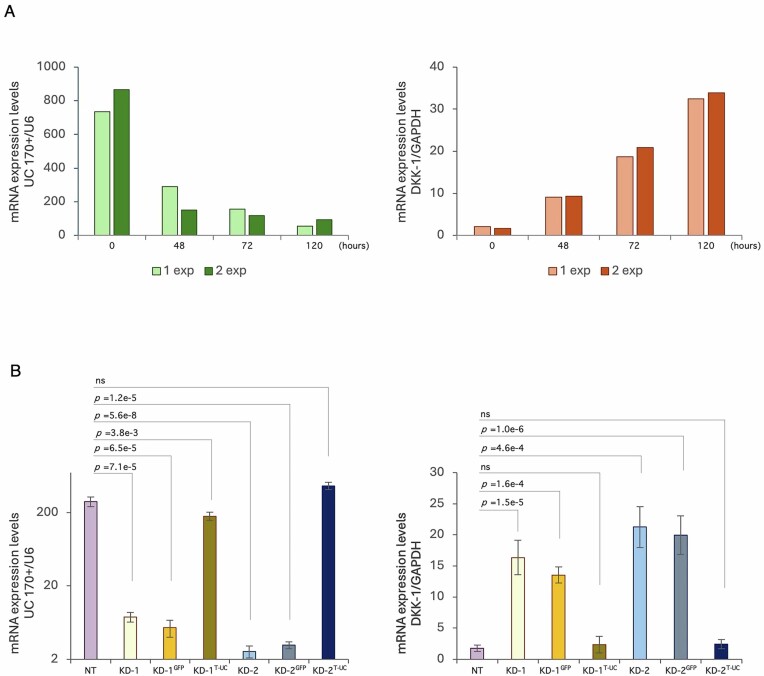
Expression analysis of *T-UCstem1* and DKK-1 in mESCs and during gastruloid development. (**A**) qRT–PCR analysis of *T-UCstem1* (left) and *DKK-1* (right) expression levels at different stages of gastruloid development in control (NT) conditions. *T-UCstem1* levels were normalized to *U6*, and *DKK-1* levels to *Gapdh*. Individual values of two biological replicates are shown (Exp 1 and 2). (**B**) qRT–PCR analysis of *T-UCstem1* (left) and *DKK-1* (right) expression levels in control (NT), *T-UCstem1* knockdown (KD), KD^GFP^, and KD^T-UC^ mESCs. *T-UCstem1* expression was normalized to *U6*, and *DKK-1* expression to *Gapdh* (*n* = 2 independent experiments). Data are shown as mean ± SD (*n* = 3 independent experiments). Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. Source data are available online for this figure.

Altogether, these data demonstrate that *T-UCstem1* regulates gastruloid development through a non-cell-autonomous mechanism and suggest that this occurs, at least in part, through modulation of DKK-1 levels, which in turn determines the sensitivity to WNT signaling activation.

## Discussion

Long non-coding RNAs (lncRNAs) are crucial regulators of gene expression by interacting with target RNAs and proteins in both the cytoplasm and the nucleus (Fico et al, 2019). Despite extensive research, their precise roles in mammalian embryonic development remain largely elusive.

In this study, we demonstrate that *T-UCstem1*, a lncRNA containing an *ultraconserved element* (Fiorenzano et al, 2018), is a key regulator of gastruloid development. Specifically, we provide morphological and molecular evidence that silencing of *T-UCstem1* does not prevent the formation of ESC aggregates, but rather their ability to generate properly elongated gastruloids. Indeed, unlike Control, *T-UCstem1* KD  aggregates maintain a spherical/ovoidal morphology with a wide range of shape and size. Immunofluorescence analysis reveals that *T-UCstem1* KD aggregates express Brachyury in a polarized manner, suggesting that symmetry breaking happens in these aggregates. However, they fail to properly elongate. The factors and mechanisms driving elongation in gastruloids remain largely unknown. Recent computational models suggest that a combination of active cellular crawling and differential adhesion might account for gastruloid elongation (de Jong et al, 2024). This is consistent with the increasing evidence that the transition from E- to N-Cadherin is crucial to secure self-organization competence during in vitro gastrulation (Hashmi et al, 2022; Mayran et al, 2023). This aligns with our findings that E-Cadherin expression is maintained in *T-UCstem1* KD gastruloids, which may account at least in part for the failure of proper cell specification and elongation.

We demonstrate that *T-UCstem1* KD gastruloid development can be rescued by increasing the concentration of CHIR from 3 to 5/6 μM. This leads us to conclude that silencing of *T-UCstem1* does not impact the overall competence for gastruloids development but instead reduces the sensitivity of cell aggregates to WNT pathway activation. However, we cannot rule out the possibility that *T-UCstem1* KD cells may exhibit varying sensitivity—either directly or indirectly—to other signaling factors crucial for regulating elongation (McNamara et al, 2023).

Unlike Control, *T-UCstem1* KD gastruloids are enriched in pluripotent cells that maintain *self-renewal* properties. Indeed, both bulk and single-cell transcriptome data support and extend these findings. Specifically, RNA-Seq analysis reveals significant changes in genes involved in pluripotency, locomotion and anteroposterior axis formation. Genes of the WNT signalling pathway are also significantly deregulated in *T-UCstem1* KD gastruloids, which provide molecular support to the idea that silencing of *T-UCstem1* affects the sensitivity to pharmacological activation of WNT.

Transcriptional profiling at the single-cell level highlights significant differences in the cellular composition of *T-UCstem1* KD gastruloids, which are more heterogeneous compared to Control. For instance, *T-UCstem1* KD gastruloids are characterized by the presence of cells that co-express pluripotency and differentiation markers, suggesting that these cells fail to downregulate pluripotency-related genes while attempting to shift toward cell fate commitment. These results, along with the enhanced *self-renewal* ability of cells dissociated from *T-UCstem1* KD gastruloids, lead to the hypothesis that *T-UCstem1* is crucial for the transition from pluripotency to differentiated cell fates.

Mechanistically, we provide evidence that *T-UCstem1* acts non-cell autonomously and suggest that it controls gastruloid patterning and morphogenesis, at least in part, through modulation of the WNT inhibitor, Dickkopf1 (DKK-1). Indeed, the possible link between the lncRNA activity and the cellular response to a morphogen was supported by the transcriptional profile, which reveals higher levels of DKK-1 in *T-UCstem1* KD undifferentiated ESCs and gastruloids compared to Control. Activation of WNT is a crucial event in gastruloid development (Girgin et al, 2021; Turner et al, 2017; van den Brink et al, 2014). Here, we demonstrate that DKK-1 expression levels progressively increase during Control gastruloid formation and are significantly higher in *T-UCstem1* KD gastruloids. These findings align with the idea that WNT pathway must be induced at 48 h AA to break symmetry (Beccari et al, 2018; Turner et al, 2017; van den Brink et al, 2020). However, they also suggest that subsequent silencing of the pathway by DKK-1 is necessary to ensure correct cell differentiation and positioning within the elongated gastruloids.

Of note, the role of DKK-1 in the modulation of gastrulation movements and head formation in vivo is well-known (Caneparo et al, 2007; Mukhopadhyay et al, 2001). Our sc-RNA seq analysis shows that DKK-1 is overexpressed mostly in the subpopulation labelled as *APS/Definitive endoderm*, suggesting that these cells are the main sources of DKK-1 in gastruloids. This observation aligns with the well-defined expression of DKK-1 in the primitive streak and endodermal tissues in vivo (Lewis et al, 2008; Mukhopadhyay et al, 2001). Interestingly, elevated levels of DKK-1 have been found in patients with unexplained recurrent miscarriages (Bao et al, 2013) and in vitro fertilization failure (Koler et al, 2009). However, the effects on pregnancy and embryonic development have not yet been studied in detail, nor analyzed in clinical trials dedicated to this purpose.

At a molecular level, we speculate that *T-UCstem1* regulates DKK-1 expression by stabilizing the polycomb repressive complex, PRC2, at its gene locus, although direct evidence is currently lacking. This hypothesis is based on previous findings that *T-UCstem1* interacts with the PRC2 components EZH2 and SUZ12 in undifferentiated ESCs (Fiorenzano et al, 2018), and the fact that DKK-1 is a PRC2-targeted bivalent gene (Studach et al, 2012).

In conclusion, our study provides unprecedented evidence that the fine regulation of gastruloid development also involves ncRNAs and their activities. Specifically, *T-UCstem1* orchestrates the differentiation and spatial organization of different cell populations within the gastruloid by modulating sensitivity to the WNT-β-catenin signalling pathway, at least in part through the regulation of DKK-1. These findings not only deepen our understanding of the molecular mechanisms governing mammalian embryogenesis, and open the way to investigate the implications of lncRNA dysregulation in developmental and reproductive disorders.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Non-targeted ESCs	Fiorenzano et al, 2018	N/A
*T-UCstem1* KD-1 ESCs	Fiorenzano et al, 2018	N/A
*T-UCstem1* KD-2 ESCs	Fiorenzano et al, 2018	N/A
**Recombinant DNA**		
p2xCAGS-GFP	Pascale et al, 2020	N/A
p2xCAGS-UC	Pascale et al, 2020	N/A
**Antibodies**		
Oct4	Santa Cruz	Cat#8628
Nanog	Cell Signaling	Cat#88225
Sox2	Cell Signaling	Cat#D1C7J
Brachyury	Cell Signaling	Cat#D2Z3J
Cdx2	Cell Signaling	Cat#39775
Sox17	R&D	Cat#AF1924
Nestin	Santa Cruz	Cat#33677
E-cadherin	Takara bio	Cat#M108
Ki67	Thermo Fisher	Cat#14520
Donkey Anti Rabbit 594	Invitrogen	Cat#A21207
Donkey Anti Goat 594	Invitrogen	Cat#A11058
Donkey Anti Goat 488	Invitrogen	Cat#A11055
**Oligonucleotides and other sequence-based reagents**		
DKK-1	fw oligo: atgtagggctgctggactgt	N/A
	rv oligo: gtgggcatcatggtttacgg	N/A
GADPH	fw oligo: tgcaccaccaactgcttagc	N/A
	rv oligo: tcttctgggtggcagtgatg	N/A
T-UCstem1	fw oligo: tgagtctttgcctctctttgg	N/A
	rv oligo: aagtgctgaagcacccctta	N/A
U6	fw oligo: ctcgcttcggcagcacatat	N/A
	rv oligo: aacgcttcacgaatttgcgt	N/A
**Chemicals, enzymes and other reagents**		
DMEM	Gibco	Cat#41965-039
FBS- fetal bovine serum	Gibco	Cat#16141-079
L-Glutamine (200 mM)	Gibco	Cat#25030-024
Penicillin/Streptomycin	Gibco	Cat#15140-122
Sodium Pyruvate (100 mM)	Gibco	Cat#11360-039
2-Mercapto-Ethanol	Sigma-Merck	Cat#M-7522
Leukemia inhibitory factor	Sigma-Merck	Cat#ESG1107
Gelatin	Sigma-Merck	Cat#G7765
Trypsin	Gibco	Cat#25300-054
DPBS	Gibco	Cat#14190-144
DMEM F12	Gibco	Cat#21331-020
Neurobasal	Gibco	Cat#21103-049
B27 Supplement	Gibco	Cat#17504044
N2 Supplement	Gibco	Cat#17502048
CHIR99021	Selleckchem	Cat#S1263
PD0325091	Selleckchem	Cat#S1036
DKK-1 recombinant protein	R&D systems	Cat#5439
WAY262611	Sigma-Aldrich	Cat#317700
Accutase	Merck	Cat#A6964
G418	InvivoGen	Cat#ant-gn-1
TruSeq library preparation kit	Illumina	N/A
NextSeq 500 High Output kit	Illumina	N/A
Chromium Single Cell 3‘ reagent kit	10X Genomics	N/A
SPRIselect magnetic beads	Beckman Coulter	Cat#B23319
Qubit dsDNA BR Assay	Thermo Fisher Scientific	Cat#Q32850
D1000 screentape on the TapeStation 4150	Agilent Technologies	Cat#G2992AA
**Software**		
Fiji	ImageJ	
R Studio	https://www.rstudio.com	
David, v2023q3	https://david.ncifcrf.gov/	
Cell Ranger Single-Cell, v.8.0	10x Genomics	
**Other**		
DMI6000B microscope	Leica Microsystems	
AF6000	Leica Microsystems	
Nikon A1 confocal microscope	Nikon	
Shandon Cytocentrifuge (CytoSpinTM 4)	Thermo Fisher Scientific	
Illumina NextSeq550 System	Illumina	
Chromium Controller	10X Genomics	

### Conservation analysis

The conservation of *T-UCstem1* in vertebrates has been obtained from UCSC Genome browser. Uc.170 track was highlighted together with the Multiz Alignments of 35 Vertebrates and Pairwise alignments of some species. Conservation has been calculated by phyloP algorithm (Siepel et al, 2005) which can measure acceleration (faster evolution than expected under neutral drift) as well as conservation (slower than expected evolution). Note that excluding species from the pairwise display does not alter the conservation score display.

### Cell culture and treatments

Mouse embryonic stem cells (ESCs) used in this study included non-targeting control cells (NT) and two independent T-UCstem1 knockdown clones (designated KD-1 and KD-2), all derived from the TBV2 129/SvP line as previously described (Fiorenzano et al, 2018). These specific cell lines were originally generated and characterized in detail in the aforementioned study, where the knockdown (KD) efficiency of T-UCstem1 was thoroughly validated. The KD-1 and KD-2 clones were selected based on their differing levels of T-UCstem1 silencing, enabling the investigation of potential dose-dependent effects on ESC behavior.

ESCs were grown at high density in DMEM/FBS/LIF as previously described (Fiorenzano et al, 2016). All the experiments were performed between the 10th and the 25th cell passage. For all cell lines, Mycoplasma-free state is routinely (twins/year) tested by PCR-based assay. All the reagents used for cell culture and treatments are reported in Reagents and tools Table.

### Colony formation assay

TBV2 mESC lines were grown using the protocol described by Cermola et al (Cermola et al, 2021). Briefly, to perform colony formation assay, feeder cells and ESCs were pre-plated to allow the quick attachment of the feeder cells in order to get a pure ESC population. ESCs were seeded at low density (250 cells/cm^2^) on gelatin-coated plates in DMEM/FBS containing a mix of three naive pluripotency-inducing cytokines/inhibitors: Leukemia Inhibitor Factor (LIF; 1000 u/mL, ESGRO-Millipore), a WNT signalling agonist (CHIR99021; 3 μM, Selleckchem), and a MEK inhibitor (PD0325091; 1 μM, Selleckchem). At 72 h, the medium was refreshed. After 5 days, colonies were fixed in 4% paraformaldehyde (PFA) and stained with crystal violet and alkaline phosphatase as previously described (D’Aniello et al, 2015). Images were collected on a DMI6000B microscope (Leica Microsystems). The morphological classification (domed/flat) was performed blinded by two investigators.

### Plasmids and cells electroporation procedure

For the T-UCstem1 expression rescue experiments, the plasmids 2xCAGS-GFP and 2xCAGS-UC, previously described by Pascale et al (Pascale et al, 2020) were used.

For electroporation the mESCs were dissociated using 0.05% trypsin-EDTA and resuspended in 700 µL of Phosphate Buffered saline (PBS 1X; Gibco; cat: 14190-144). Approximately, 1 × 10^6^ cells were transfected with 20 µg of linearized plasmid DNA and transferred into electroporation cuvette (Bio-Rad; cat: 165-2088). Electroporation was performed using a Bio-Rad Gene Pulser II Electroporation System Capacitance Extender Plus set to 250 V and 500 µF. Following electroporation, cells were seeded on plates and the selection of clones was initiated 48 h later by adding Neomycin (G-418) at 200 µg/mL (InvivoGen; cat: ANT-GN-1). Neomycin-resistant cell pools were either harvested for RNA extraction and for gastruloids formation assay.

### Gastruloid formation assay and analysis

Gastruloid formation assay was performed as previously described (Baillie-Johnson et al, 2015; Cermola et al, 2021). Naive ESCs were cultured at low density (250 cells/cm^2^) and the resulting colonies were dissociated with accutase (Sigma-Aldrich; cat: A6964; 3 min at 37 °C). Cells were seeded in N2B27 at 1.0–2.5 × 10^2^ cells/well (40 μL) in ultra-low attachment 96 multi-well plates (Corning Costar; cat: 7007) and allowed to aggregate. At 48 h AA, CHIR was added (3 μΜ) to the culture medium and maintained for 24 h. From 72 h onward, the medium (150 μL) was refreshed daily up to 120 h. DKK-1 recombinant protein (R&D systems, cat: 5439-10 μg) was dissolved in PBS 1X containing at least 0.1% BSA at a concentration of 100 μg/mL and used at a concentration of 200 ng/mL. WAY262611 (Sigma-Aldrich, cat: 317700-10 mg) was dissolved in DMSO at a concentration of 25 mg/mL and used at 0.1 and 0.2 μΜ. Both reagents were added during throughout the assay. Gastruloids were imaged using EVOS. The aggregate’s diameter at 48 h was analyzed using ImageJ 1.46r software (https://imagej.nih.gov/ij). The elongation index was calculated using ImageJ-Fiji (BIOP plugin). All the reagents used for the gastruloids formation assay are reported in Reagents and tools Table.

### Immunofluorescence on gastruloids

To perform immunofluorescence on gastruloids, we used the protocol previously described (Baillie-Johnson et al, 2015; Cermola et al, 2021). Briefly, gastruloids were washed (3×, 10 min) at RT with PBS, then with PBSFT (PBS/10% FBS/0.5% Triton X) (3×, 10 min) and finally with PBSFT (1 h, 4 °C). Gastruloids were then incubate with the following specific antibodies (24–48 h, at 4 °C) on a low-speed orbital rocker. Images were obtained using confocal Nikon A1 microscope. Then NIS Element C (Nikon, Tokyo, Japan) software was used for image acquisition/ elaboration. Primary and secondary antibodies are listed in Reagents and tools Table.

### Cytospin and immunofluorescence analysis

ESCs were dissociated with trypsin-EDTA (5 min at 37 °C), cells were resuspended in 15% FBS, PBS 1× and centrifuged (800 rpm for 8 min) onto glass slides (5 × 10^5^ cells/spot) using a Thermo Shandon Cytocentrifuge (CytoSpinTM 4). Cytospin cell samples were fixed in 4% paraformaldehyde (PFA), permeabilized in 0.1% Triton X-100 (10 min at RT) and incubated overnight at 4 °C with primary antibodies. After washing (0.5% Tween-1x PBS), cells were incubated with appropriate secondary antibodies. Nuclei were counterstained with DAPI (Invitrogen). Images were obtained using the DMI6000B microscope and the DFC 350FX B/W digital camera (Leica Microsystems). Confocal images were obtained on a Nikon A1 microscope. The AF6000 (Leica Microsystems) and NIS Element C (Nikon, Tokyo) software were used for image acquisition/elaboration. Primary and secondary antibodies are listed in Reagents and tools Table.

### RNA extraction and real-time PCR

To perform RNA extraction, we used Trizol (Thermo Fisher Scientific, Invitrogen; cat: 15596018). Total RNAs were reverse transcribed with the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific; cat:4368814). To analyze gene expression, we performed real-time PCR using using SYBR Green PCR master mix (FluoCycle II SYBR, EuroClone). The primer sequences are reported in Reagents and tools Table.

### Bioinformatics analysis of bulk RNA sequencing data

cDNA libraries were prepared using the Illumina TruSeq library preparation kit and sequenced with 2 × 150 bp paired end reads on an Illumina NextSeq 500 High Output kit. Raw base calls were demultiplexed and converted into sample specific fastq format files using default parameters of the bcl2fastq program provided by Illumina (v2.19). Resulting fastq files were quantified using Salmon (v1.1) using Gencode version 33 as the gene model. Downstream analysis was performed in R (v4.2.2) using DESeq2 (v1.38.3) for differential expression analysis and EnhancedVolcano (1.16) for plotting volcano plots. Pathway analysis was performed using the KEGG database (ref mmu04310) and rendered with pathview (v1.38.0). Gene Ontology was performed using the David software (v2023q3) (https://david.ncifcrf.gov/). Statistical significance was assessed by Fisher’s exact test. *P* values of ≤0.05 were considered statistically significant.

### Single-cell RNA-seq and data analysis

For scRNA-seq, gastruloids from NT and *T-UCstem1* KD-1 were generated as indicated above, collected after 120 h and processed using the Chromium Next GEM Single Cell 3′ kit v3.1 (10X Genomics, Pleasanton, CA), according to manufacturer’s instructions. Briefly, gastruloids were collected in 15 mL tubes, pelleted by gravity and dissociated by trypsin incubation at 37 °C for 7 min, washed with PBS and resuspended in cold PBS supplemented with 0.1% BSA. The single-cell suspensions were then visually inspected for determining cell number and viability as well as the absence of residual cellular aggregates and finally loaded into the Chromium Controller (10X Genomics) to generate single cell GEMs. After GEM generation, all the steps of cDNA synthesis, clean-up and amplification, DNA fragmentation, end-repair, adapter ligation and indexing PCR-amplification were done with the Chromium Single Cell 3‘ reagents following the manufacturer’s protocol while the DNA purification as well as the size selection steps were done with SPRIselect magnetic beads (Beckman Coulter, Brea, CA) as indicated by the 10X protocol. Finally, the concentration of each indexed library was determined by using Qubit dsDNA BR Assay (Thermo Fisher Scientific, USA) and their quality were assessed with the D1000 screentape on the TapeStation 4150 (Agilent Technologies, Santa Clara, CA). In the end, an equimolar amount of both the DNA libraries was pooled together and subject to cluster generation and sequencing into the Illumina NextSeq550 System (Illumina, San Diego, CA) in a paired-end dual index format with the following sequencing cycles: 28 for Read1, 10 for Index i7, 10 for Index i5 and 90 for Read2.

The Cell Ranger Single-Cell software (v.8.0, 10x Genomics) was used for processing data as according to manufacturer. Briefly, reads will be first assigned to cells and then aligned to the mouse genome (refdata-gex-GRCm39-2024-A, GRCm39) using STAR(Dobin et al, 2013). The output filtered gene expression matrices were analyzed by R software (R Core Team, 2023) with the Seurat package (v.5) (Hao et al, 2024). Low-quality cells with a high percentage (>15%) of reads from mitochondrial genes and with few or too many genes removed from further analyses. Seurat v5 standard analysis workflow run followed by integration of the two samples with rpca reduction. Optimization of cluster parameters and annotation according to ScType algorithm (Ianevski et al, 2022) given a list of 19 different gastruloids cell population markers from Suppinger et al, 2023 (Suppinger et al, 2023) establishing an annotation framework to allow for a more complete and explorative analysis. Labelling step resulted in 6 cell population labeled with embryos or gastruloids signatures. The strength of the signature can be retrieved in the Dataset EV1 file. After the downsampling of the NT gastruloids (to easy the visual comparison with KD1), the uniform manifold approximation and projection (UMAP) algorithm used to depict the cell populations and the expression of specific makers. For each cell population Fisher test performed to pinpoint the significant odd ratios (OR) (FDR-adjusted *P* value < 0.01) in KD-1 vs NT gastruloids.

### Statistical analysis

The number of independent experiments is reported as “*n*” in the caption of figure and the total sample is indicated. Statistical significance was assessed by one-way ANOVA with Tukey’s multiple comparison test. *P* values of ≤0.05 were considered statistically significant. Results are presented as mean ± SD or as a boxplot/dot plot displaying the minimum, first quartile, median, third quartile, and maximum. Boxplot were generated using RSstudio software (https://www.rstudio.com/).

Morphometric analysis of gastruloids, quantitative analyses of ESC colony formation and Ki67-positive cells by immunofluorescence, were performed by two independent experimenters.

## Supplementary information

Peer Review File

Dataset EV1

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Source data Fig. 9

FigureEV6 Source Data

Expanded View Figures

## Data Availability

Raw RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database with accession code GSE278442. Raw sc-RNA-seq data generated in this study have been deposited in the functional genomics data collection (ArrayExpress), with accession code E-MTAB-14503. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00558-2.

# Supplementary material for: Non-cell-autonomous control of mouse gastruloid development by the ultra-conserved lncRNA T-UCstem1
**Source:** EMBO J. 2025 Oct 31;44(24):7620–48. doi: 10.1038/s44318-025-00558-2
**Supplement:** Supplementary file 13 — Expanded View Figures

## Expanded View Figures

**Figure EV1. *T-UCstem1* conservation across species and shape heterogeneity showed by *T-UCstem1* KD aggregates.**

(A) In red [NM\\_1138112](#) is *T-UCstem1*, while uc.170 is the ultra-conserved sequence by Bejerano et al, 2004 Cons 35 verte is the phyloP plot, with sites predicted to be conserved are assigned positive scores (shown in blue), while sites predicted to be fast evolving are assigned negative scores (shown in red). Multiz Alignments of 35 Vertebrates depicts pairwise alignments of some species to the mouse genome indicating alignment quality. (B) The figure showing the heterogeneity of *T-UCstem1* KD gastruloids compared to Control (NT). Scale bar, 150  $\mu$ m ( $n = 4$  independent experiments; 30 gastruloids/condition).

A

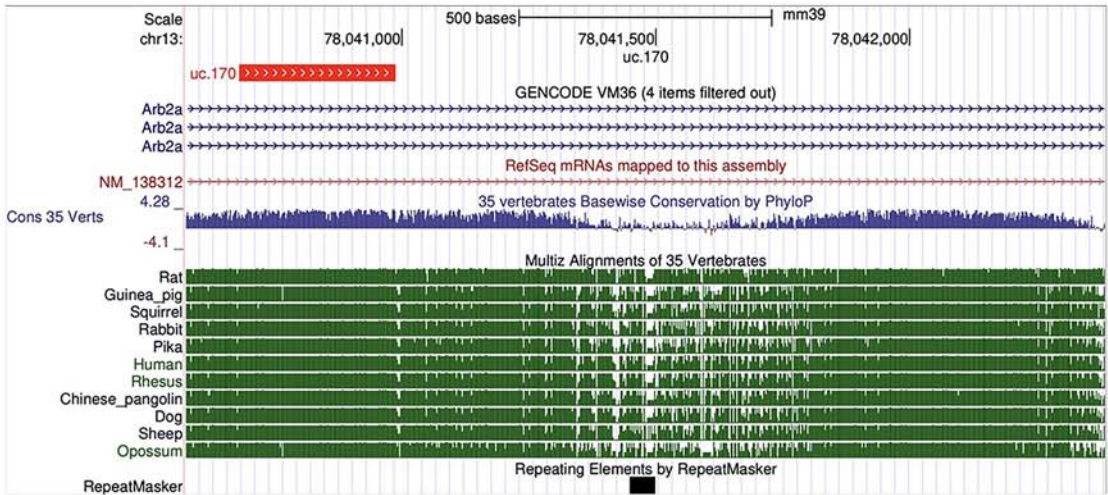

B

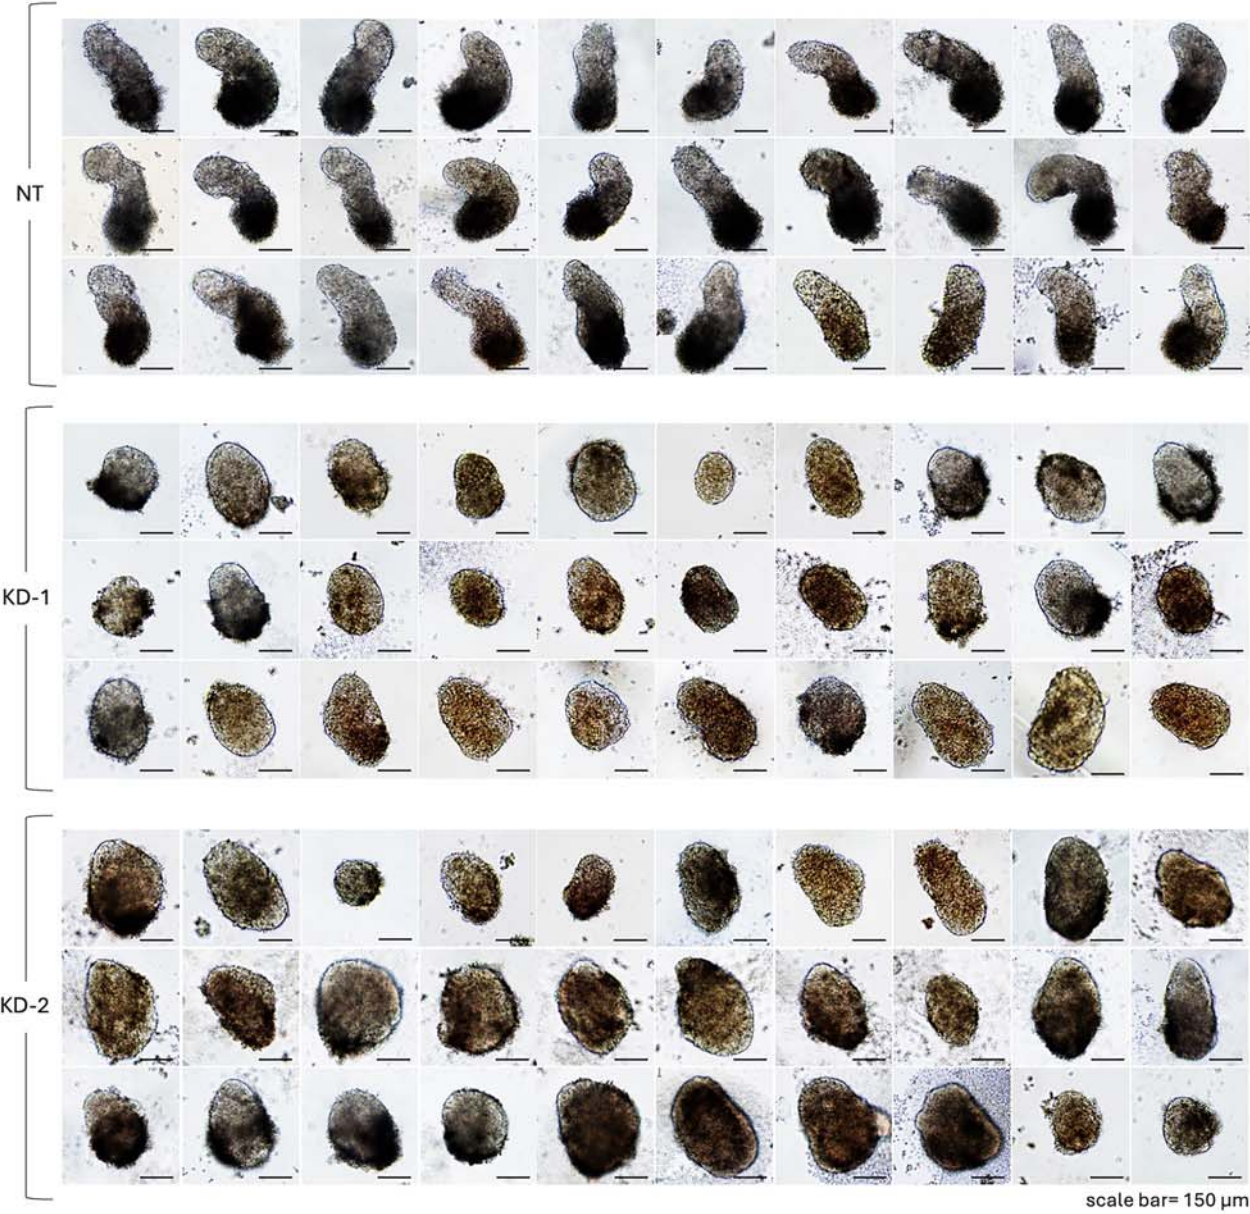

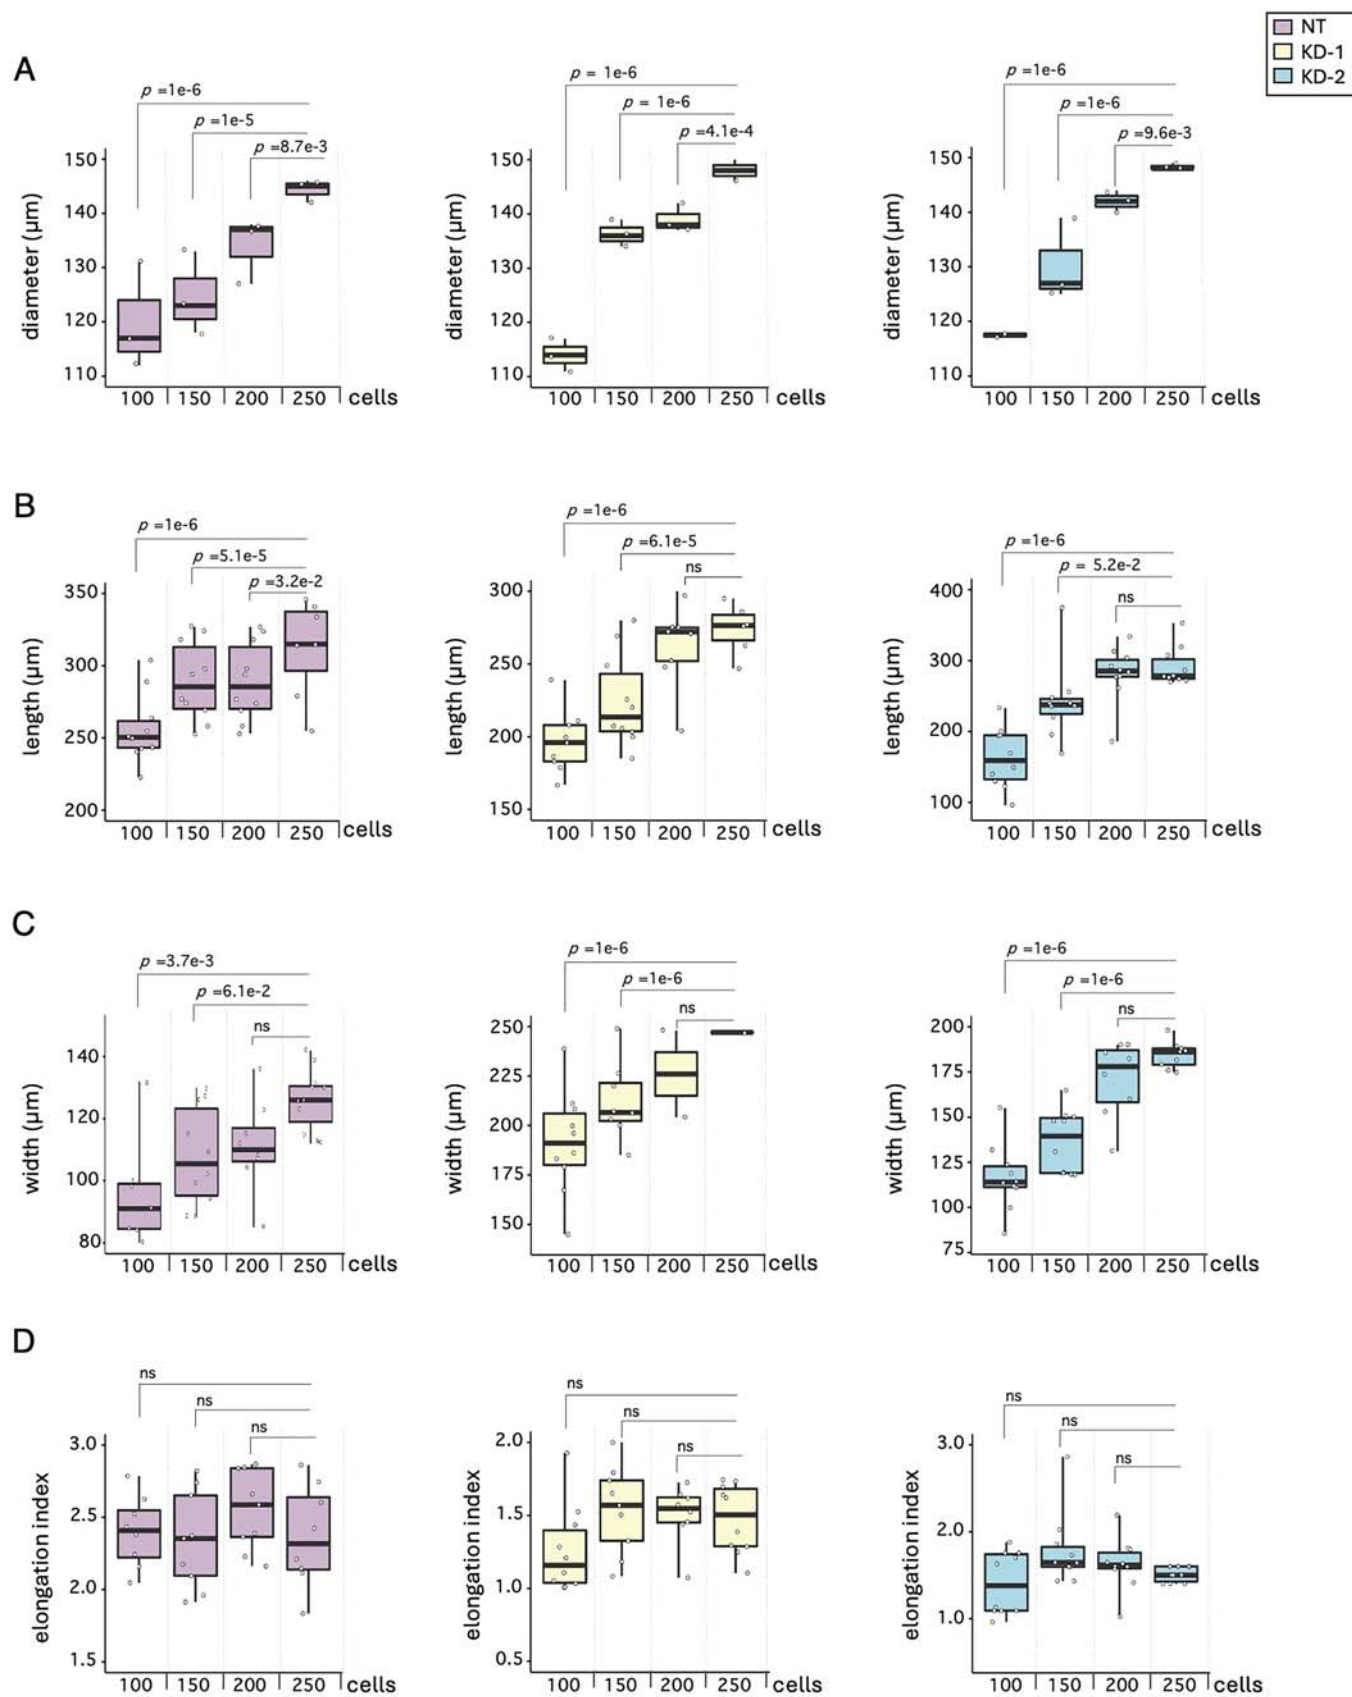

**Figure EV2. *T-UCstem1* KD effect is independent on the initial cell number.**

(A) Boxplot diagrams of the aggregate diameter at 48 h of NT (left), KD-1 (middle) and KD-2 (right). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey's multiple comparison test. *P* values of  $\leq 0.05$  were considered statistically significant. (B–D) Boxplot diagrams of the gastruloids length (B), width (C) and elongation index (D) at 120 h of NT (left), *T-UCstem1* KD-1 (middle) and *T-UCstem1* KD-2 (right). Data are shown as mean  $\pm$  SD ( $n = 2$  independent experiments; 10 gastruloids/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey's multiple comparison test. *P* values of  $\leq 0.05$  were considered statistically significant.

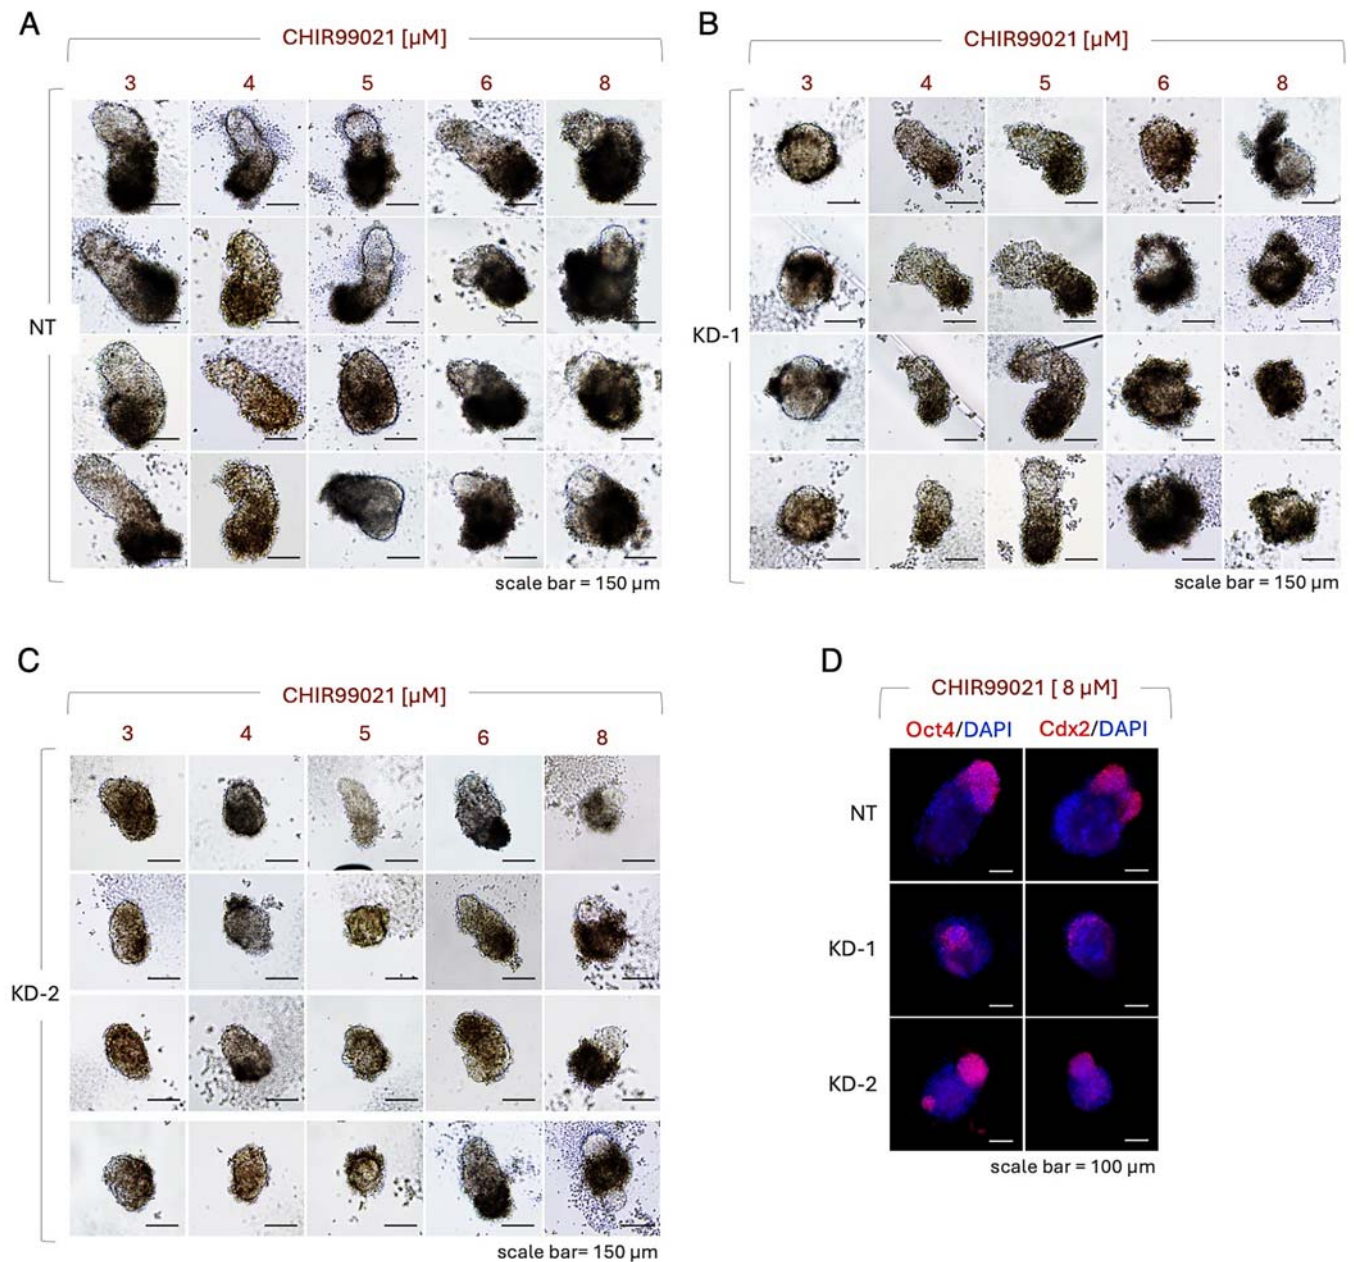

**Figure EV3. Dose-dependent effect of CHIR99021 on gastruloid development.**

(A–C) Representative brightfield images of Control (NT) (A), KD-1 (B), KD-2 (C) gastruloids treated with increasing concentration of CHIR99021 (3–8  $\mu$ M). Scale bar, 150  $\mu$ m. (D) Representative confocal images of Oct4 (pluripotency marker) and Cdx2 (differentiation marker) in gastruloids treated with 8  $\mu$ M of CHIR99021. Nuclei were counterstained with DAPI (blue). Scale bar, 100  $\mu$ m. All images are representative of 4 individual gastruloids.

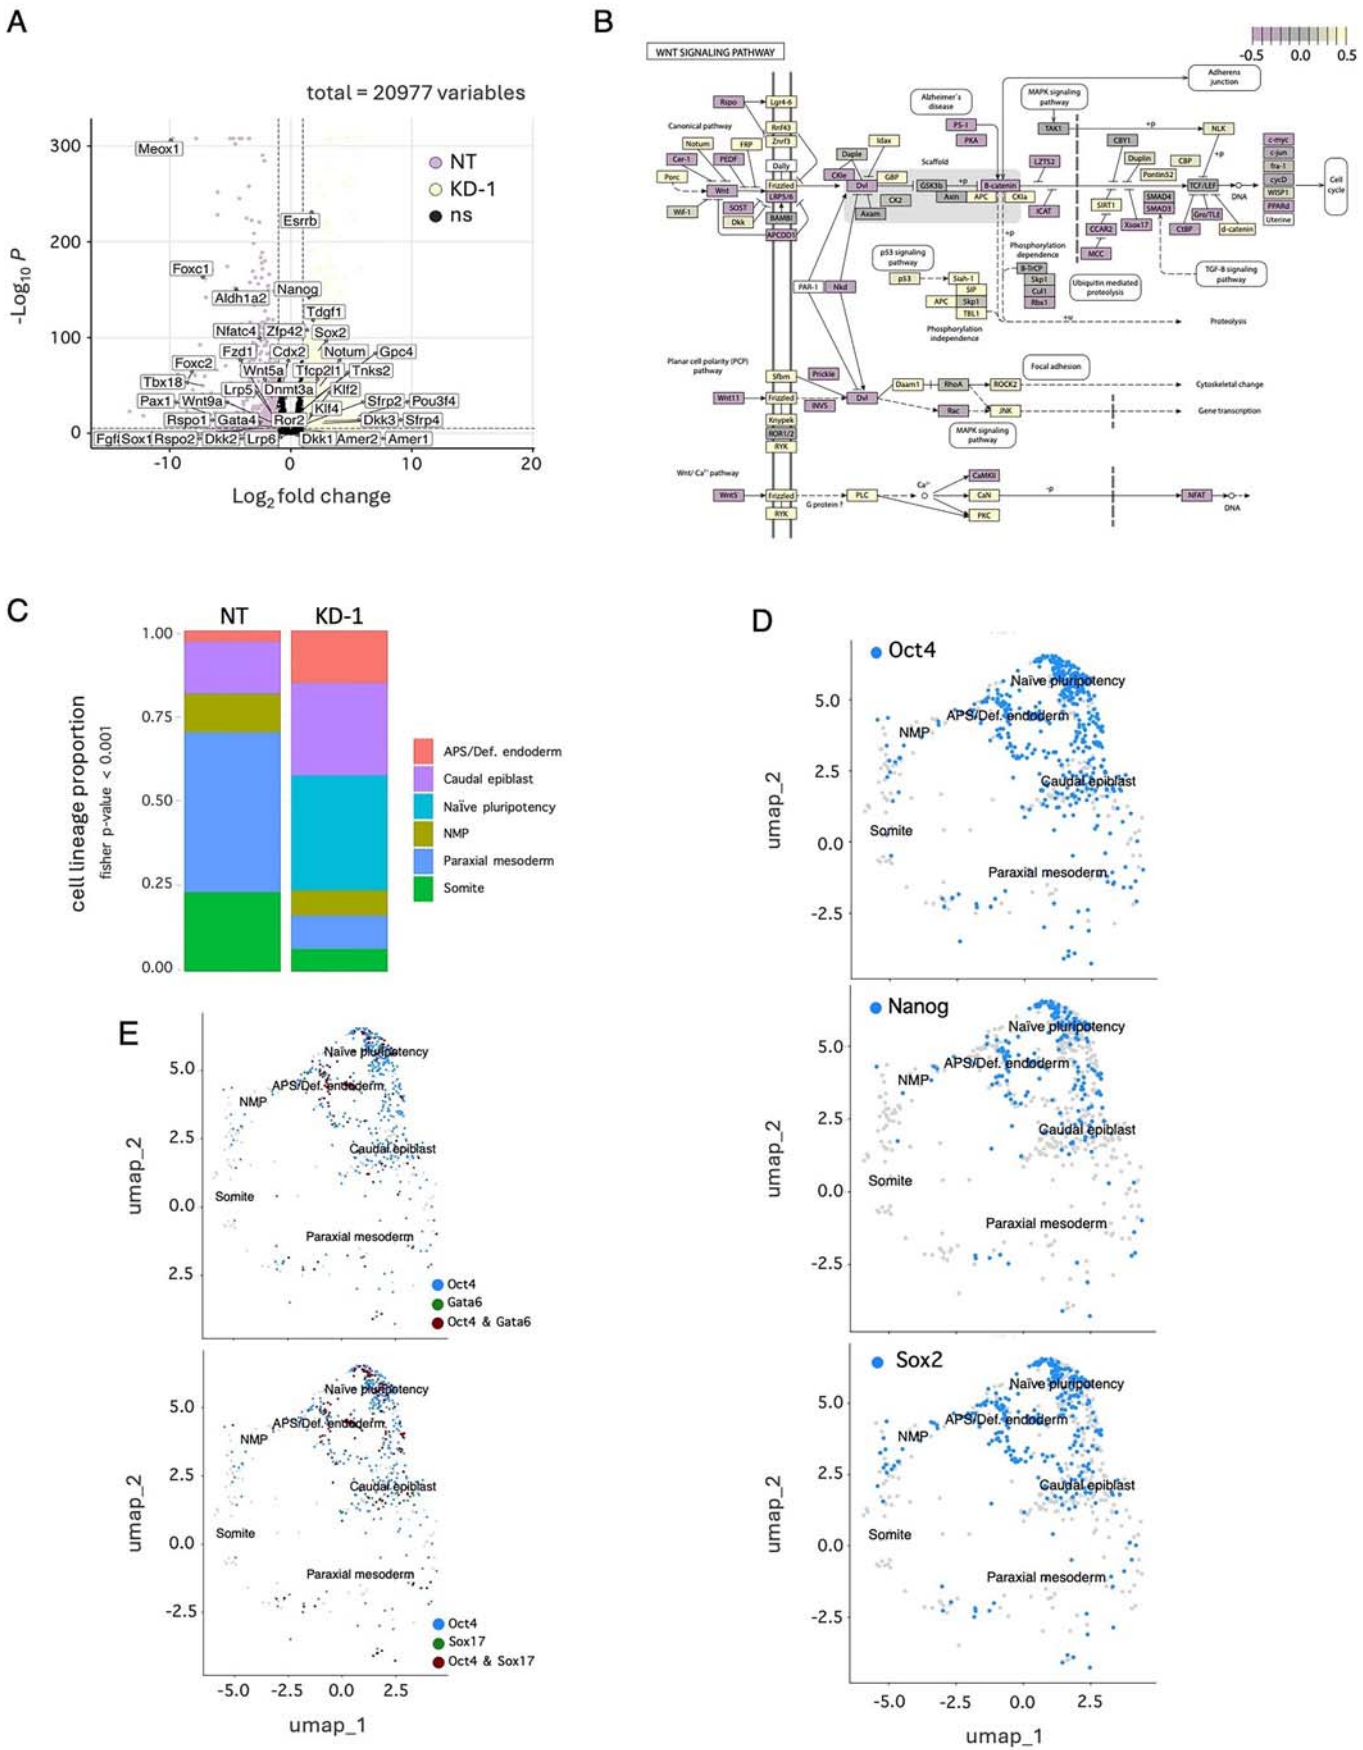

**Figure EV4. Diverse cellular composition in *T-UCstem1* KD gastruloids versus the Control.**

(A) Volcano plot of differentially expressed genes between *T-UCstem1* KD-1 and NT gastruloids. Differential expression analysis was performed using DESeq2 (Wald test;  $n = 3/\text{group}$ ). Genes with adjusted  $p < 0.05$  and  $|\log_2 \text{fold change}| > 1$  are color-coded. (B) Reference map of the WNT Signaling pathway from the KEGG pathway database; annotated features are coloured based on differential expression between KD and Control (NT). (C) Stacked barplots of the cell lineage proportion in *T-UCstem1* KD-1 and NT gastruloids. (D) UMAP plot highlighting expression of *Oct4*, *Nanog* and *Sox2* in *T-UCstem1* KD-1 gastruloids. (E) UMAP plot highlighting expression of *Oct4*, *Gata6* and *Sox17* in *T-UCstem1* KD-1 gastruloids.

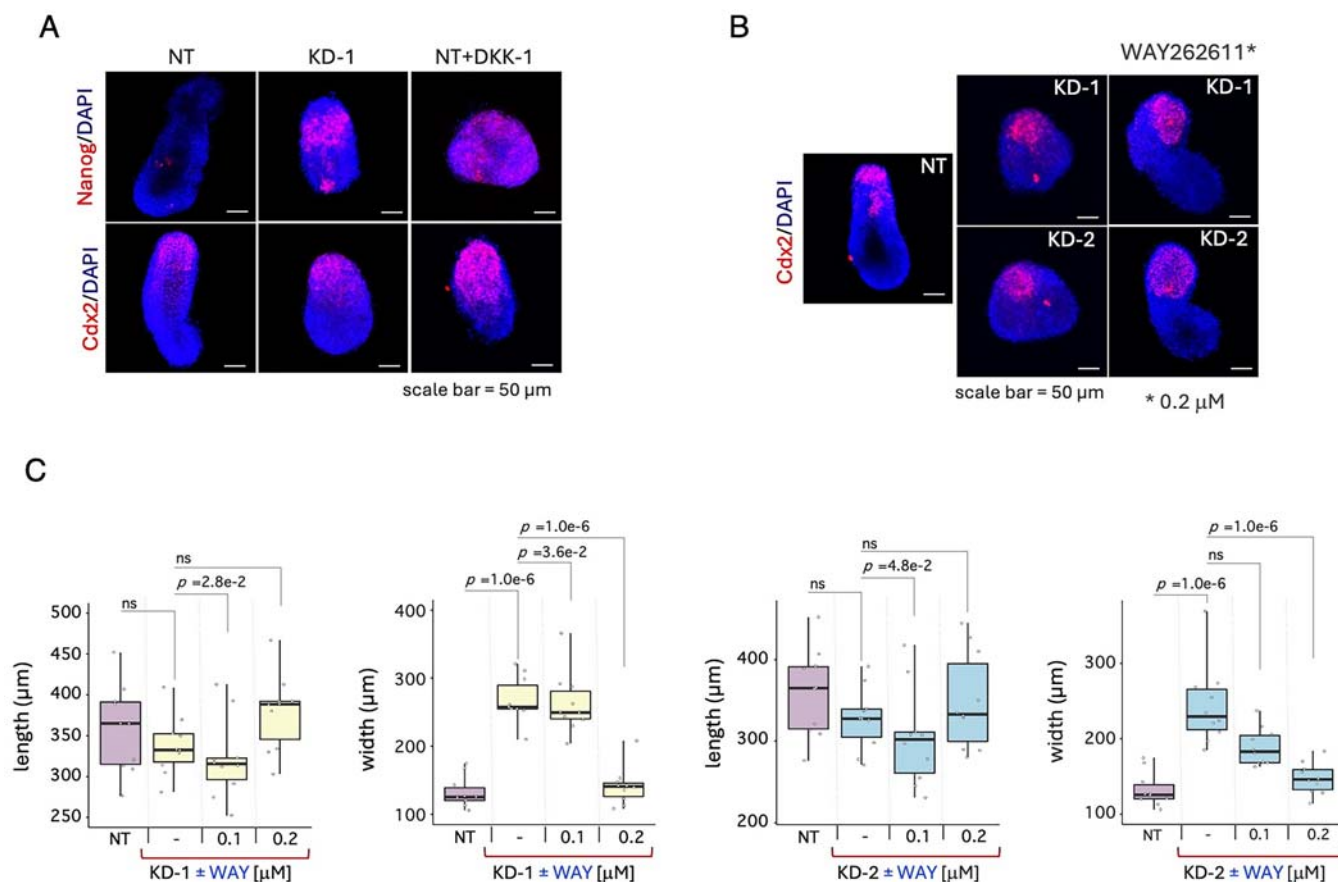

**Figure EV5. DKK-1 blocks the correct gastruloid development.**

(A) Representative confocal images of Nanog (pluripotency marker) and Cdx2 (differentiation marker) in gastruloids  $\pm$  DKK-1 recombinant protein. Nuclei were counterstained with DAPI (blue). Scale bar, 100  $\mu$ m. All images are representative of 4 individual gastruloids. (B) Representative confocal images of Cdx2 (differentiation marker) in gastruloids NT and *T-UCstem1* KD  $\pm$  WAY262611 at 0.2  $\mu$ M. Nuclei were counterstained with DAPI (blue). Scale bar, 50  $\mu$ m. All images are representative of 4 individual gastruloids. (C) Boxplot diagrams of gastruloids length (left), width (right)  $\pm$  WAY262611 at 120 h. Data are shown as mean  $\pm$  SD ( $n = 3$  independent experiments, 10 gastruloids/condition). Boxplots display the minimum, first quartile, median, third quartile, and maximum. Statistical significance was assessed by one-way ANOVA with Tukey's multiple comparison test.  $P$  values of  $\leq 0.05$  were considered statistically significant.

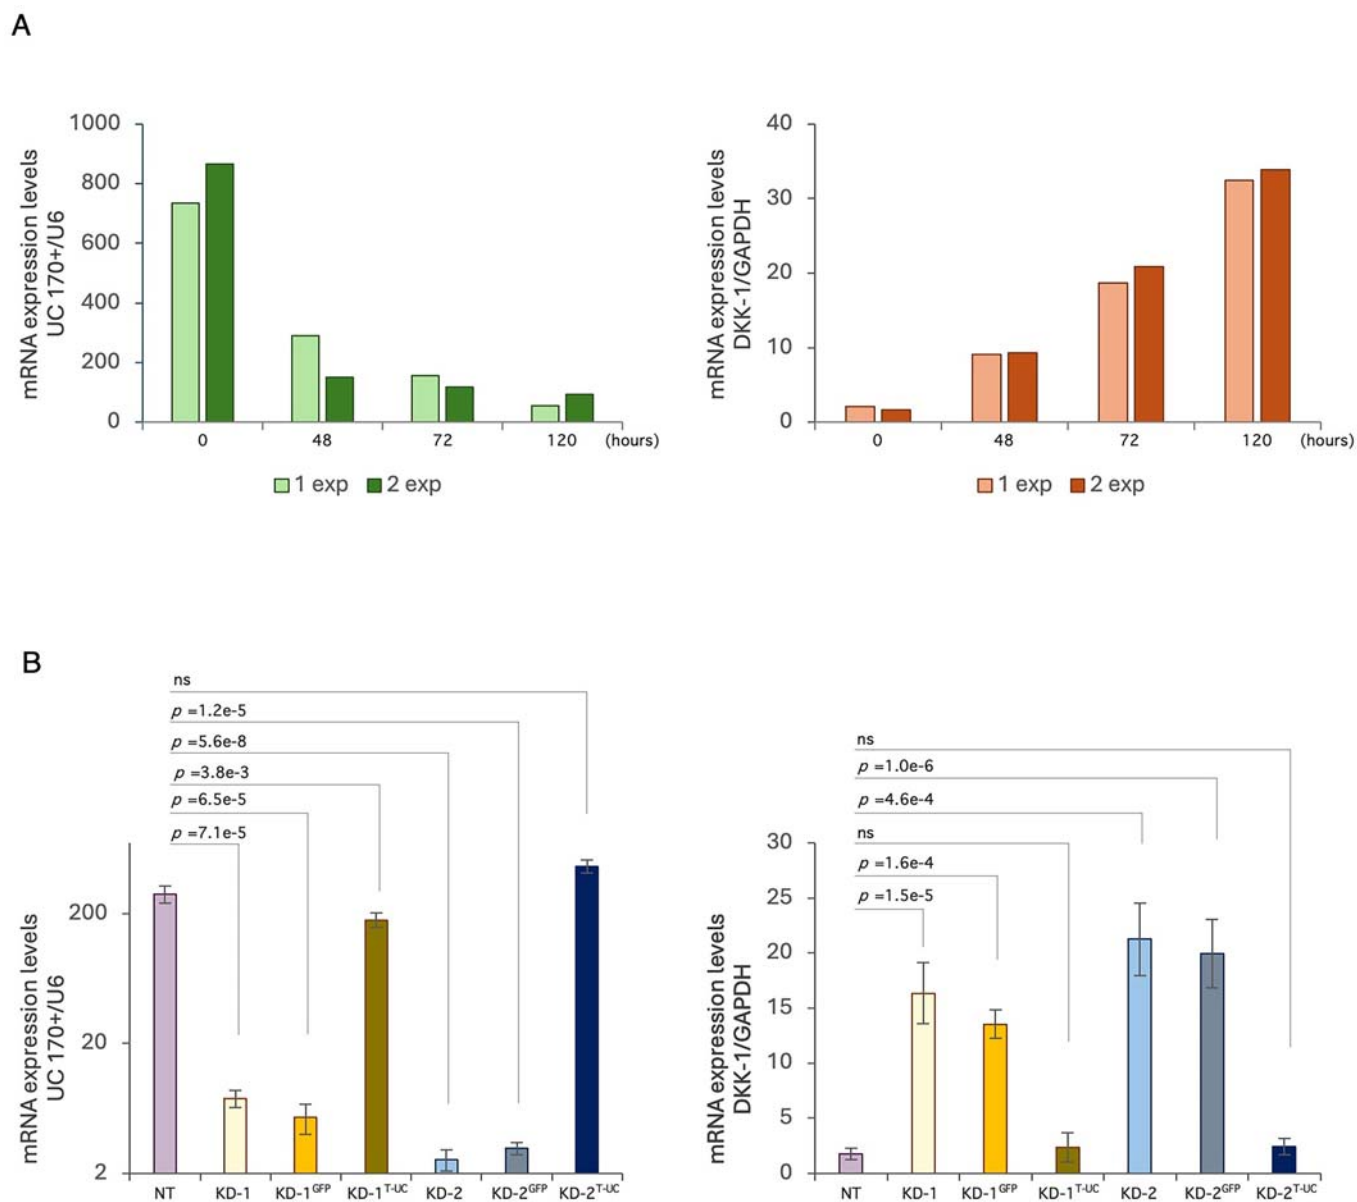

**Figure EV6. Expression analysis of *T-UCstem1* and *DKK-1* in mESCs and during gastruloid development.**

(A) qRT-PCR analysis of *T-UCstem1* (left) and *DKK-1* (right) expression levels at different stages of gastruloid development in control (NT) conditions. *T-UCstem1* levels were normalized to *U6*, and *DKK-1* levels to *Gapdh*. Individual values of two biological replicates are shown (Exp 1 and 2). (B) qRT-PCR analysis of *T-UCstem1* (left) and *DKK-1* (right) expression levels in control (NT), *T-UCstem1* knockdown (KD), KD<sup>GFP</sup>, and KD<sup>T-UC</sup> mESCs. *T-UCstem1* expression was normalized to *U6*, and *DKK-1* expression to *Gapdh* ( $n = 2$  independent experiments). Data are shown as mean  $\pm$  SD ( $n = 3$  independent experiments). Statistical significance was assessed by one-way ANOVA with Tukey's multiple comparison test.  $P$  values of  $\leq 0.05$  were considered statistically significant. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

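The data are bulk RNA-seq libraries of mouse gastruloids at 120 h (day 5), 3 of Control (NT) and 3 of *T-UCstem1* KD-1, all treated with 3 µM CHIR99021. The study prepared TruSeq libraries, sequenced them as paired-end reads on an Illumina NextSeq and quantified them with Salmon against a Gencode gene model, whose species series and genome build the paper's text does not name. The authors deposited the resulting estimated read counts (expected counts) per gene, summed to Ensembl gene identifiers, in whole numbers and without normalization. How transcripts were summed to genes, whether strand was used and how values were rounded are not stated in the paper's text. Since Salmon assigns reads to transcripts by probability, genes with near-identical copies and overlapping genes share reads, and their counts are uncertain.

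The columns name the group of each library, and their number suffixes do not correspond one to one with the replicate numbers of the sample labels, so a library is named by its depth within its group. The sample labels describe the control as wild type, whereas the paper describes it as non-targeting cells; the paper's description is used. Library totals were 20982249, 34694406 and 56674906 counts for Control (NT) and 41180012, 42407550 and 85561026 counts for KD-1. Levels are given as CPM, counts scaled by the library size. A count of 0 in the shallowest library allows up to 0.145 CPM, and in the deepest up to 0.0345, taking 3 counts as the limit. Intervals and limits cover counting error only. All 15 pairs of libraries were compared by a chi-square test over genes, and every pair of the same group differed by more than the sampling noise.

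Gene names, positions and classes were taken from GENCODE vM39 on GRCm39, which matched 35222 of the 35565 identifiers. The product of the study's *T-UCstem1* qRT-PCR primers was located in the same genome by exact match.

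Differential expression was tested with edgeR (version 4.0.16, R 4.3.3): filterByExpr with its defaults (15110 genes kept), TMM normalization, a quasi-likelihood fit with robust estimation (glmQLFit and glmQLFTest) with the condition as the only term, and Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 with a fold change over 1.5 or under 0.667, the study's threshold. Values per library are TMM-normalized CPM. Principal components were computed on DESeq2's (version 1.42.0) blind variance stabilizing transformation of the 500 most variable genes, with jackknife standard errors over the libraries.

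Gene lists were tested as sets with camera (inter-gene correlation 0.01) and fry in limma (version 3.58.1) on voom weights. The lists were those of Fig. 5C (pluripotency, A-P pattern specification and WNT genes), 166 genes of the WNT pathway map of Fig. EV4B written out by hand from its families, WNT feedback targets, the PRC2 genes, 39 Hox genes, 4 Y-linked genes, an imprinted locus, and cell type lists for naive pluripotency, formative and primed pluripotency, anterior primitive streak and definitive endoderm, caudal epiblast, NMP, presomitic and paraxial mesoderm, somite, cardiac mesoderm, neural cells and feeder fibroblasts. The shares of called genes in and outside the pathway map were compared with Fisher's exact test over the genes tested. The Hox genes were tested with Spearman's rho of log2 fold change against paralog number (100000 permutations), and chromosomes by the percentile of their median among 10000 random gene sets of the same size.

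Genes are named by this rule, written before the data were examined: every gene of the lists of Fig. 5C, the genes behind the proteins and transcripts that the paper names elsewhere, *Arb2a*, and the 5 largest rises and 5 largest falls among called genes with at least 10 counts in every library and groups that do not overlap. Other genes are named as members of a list, or are said to be chosen after their values were seen. The lists, the tests and the alternatives were written before the data were examined, except where stated.

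The tests were tried on simulated data, counts drawn for the real genes from the real means and library sizes with 200 genes changed by a log2 fold change of 1.5. edgeR called 194 of the 200 changed genes, and 9 unchanged ones among 14897 genes tested. DESeq2 called 197 of 200, and 13 unchanged ones among 15106 tested. limma-voom called 195 of 200, and 11 unchanged ones among 14897 tested. The changed genes were drawn from the better-expressed ones, with as many raised as lowered. The simulation therefore does not cover a change of as many genes as in the data, or genes with few counts.

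The alternatives were DESeq2's Wald test; RLE, upper-quartile or no composition normalization; no filter on low counts, or at least 10 counts in every library; no robust estimation; limma-voom; each of the 6 libraries left out in turn; an absolute log2 fold change over 1, no fold change threshold, or a test against a 1.5-fold change (glmTreat); other inputs to the principal components; camera with an estimated correlation, and fry; a pathway map restricted to a mean log2 CPM over 1; and chromosomes restricted to a mean log2 CPM over 3. DESeq2 on genes with a total over 1 count, and DESeq2 with an absolute log2 fold change over 1, were added after the data were examined. Gene ontology terms were not tested, and the single-cell and qRT-PCR measurements were not analysed here. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.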

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

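These results concern genes that the paper does not discuss, with a difference between KD-1 and Control (NT) that passed the adjusted p of edgeR's quasi-likelihood test or, for chromosome 1 and the pseudogene family, a shift of the whole group of genes. The tests on Y-linked genes, the pseudogene family, *Atxn1l* and *Prpf39* were chosen after those results were seen. Each group comes from a single ESC line, so a difference that arose between the lines cannot be separated from the effect of the silencing in any of them.

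The 871 tested genes on chromosome 1 had a median log2 fold change of 0.49, above all of 10000 random gene sets of the same size (permutation test across genes, p = 1e-04, the smallest these sets can give; adjusted over the chromosomes, 3e-04), whereas the other autosomes had medians between -0.17 and 0.18. Of the chromosome 1 genes, 350 were called higher and 68 lower. In each of the 3 KD-1 libraries the median of chromosome 1 lay between 0.53 and 0.54 above that of the other autosomes on the log2 scale, and in the Control (NT) libraries it lay between -0.04 and 0.04. Of the 20 windows of 10 Mb along the chromosome, 19 had a median above that of the median window of the other autosomes (0.0045), with window medians between -0.01 and 1.13. The windows starting at 110, 120, 130 and 190 Mb had low medians (0.16, 0.10, 0.17 and -0.01). Windows on the other autosomes had medians between -0.85 and 0.71, a range that also held most of the remaining windows of chromosome 1. GC content and transcript length, known for 99.6% of the tested genes, argue against a bias of that kind as the whole cause, since the median of chromosome 1 remained 0.44 above that of the other autosomes after both were fitted. Of the 10 splits of the 6 libraries only the real one (1 of 10) gave a shift as large, and 10 splits are too few to pass 0.05. A candidate explanation is an additional copy of chromosome 1 in the KD-1 cells or in part of them. It predicts a shift at every quantile of the fold changes, and the shift was between 0.42 at the 10th percentile (95% bootstrap interval 0.21 to 0.61) and 0.68 at the 90th. A copy of the whole chromosome also predicts a shift along its length, which the windows with low medians did not clearly show. Whether the DNA differs was not measured. When the chromosome's median was subtracted, 198 of the 350 calls higher on chromosome 1 were left. The same test passed an adjusted p of 0.05 for 14 of the 21 chromosomes, chromosome 1 included, so passing it does not set chromosome 1 apart, whereas the size of its median does among the autosomes. The next largest autosomal medians were those of chromosomes 13 (0.18) and 8 (-0.17). Chromosome X had 0.17, and the 7 tested genes of chromosome Y had 1.07.

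All 4 listed Y-linked genes were higher in KD-1, with log2 fold changes of 3.44 for *Ddx3y* (standard error 0.11), 2.53 for *Uty* (0.15), 1.07 for *Eif2s3y* (0.06) and 0.73 for *Kdm5d* (0.16). Their adjusted p lay between 7.4e-08 and 0.0036 in edgeR's quasi-likelihood test. Loss of the Y chromosome from part of the Control (NT) cells would raise them by one common factor, and the largest and smallest log2 fold change differed by 2.71 (standard error 0.19), which argues against it as the whole cause. Reads could also move between a Y-linked gene and its X-linked copy. For *Eif2s3y*, which rose by 32.9 CPM, the tables argue against this as the whole cause, because *Eif2s3x* rose by 122 (SD of the difference 23.3), where a fall was predicted. For *Ddx3y*, *Uty* and *Kdm5d* it cannot be told apart from a true rise. The rise of *Ddx3y*, 39.1 CPM, is smaller than the spread of *Ddx3x*, which changed by 309 (SD of the difference 199). *Kdm6a* changed by -11.5 CPM (SD of the difference 10.5) while *Uty* rose by 18.0, and *Kdm5c* changed by -7.05 (SD of the difference 13.3) while *Kdm5d* rose by 1.69. A change of expression that differs from gene to gene remains open and was not tested.

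The processed pseudogenes *Gm48493* and *Gm48415* were among the largest rises, and 34 genes of the table, chosen after values of some of them were seen, share at least 30% of the 31-nt words of *Gm48493*. This limit replaced an earlier, looser one after the number of members under it was seen and before the family was summed. Of these 34, 30 were called higher and 0 lower in KD-1, with a median log2 fold change of 2.92 (range 0.06 to 6.00). Together they had 235 ± 38.8 CPM (SD, n = 3) in Control (NT) and 4673 ± 233 in KD-1, a log2 ratio of 4.32, and they made up 0.476% of the KD-1 counts. Because the sum rose by this log2 ratio, reads moved between copies inside the family cannot produce it, although they leave the value of each copy uncertain. A difference in depth also finds no basis, since the deepest Control (NT) library, with more counts than 2 of the KD-1 libraries, had 234 CPM in the family. A larger share of pluripotent cells at an unchanged level per cell predicts a rise like that of the naive pluripotency genes, of which the largest of 14 was 1.90 (*Prdm14*). The formative and primed pluripotency list had a lower median (0.53) but reached 3.30 (*Otx2*). *Pou3f4* had 5.56, with few counts in Control (NT). Since 1.90 is thus no upper limit for all pluripotency genes, this explanation is not excluded. The sequence of *Gm48493* (3841 nt, chromosome 13, from 16560504 to 16564344 of GRCm39) has an open reading frame of 1280 codons with 1 FADD motif. Its probes of 40 nt occur a median of 8286.5 times in the genome. It may be a copy of the second open reading frame of a LINE-1 retrotransposon, an identification from the sequence alone that was not tested against a repeat annotation. Reads from copies outside the table could have been counted on these genes, so a rise at these loci cannot be told apart from one elsewhere in the family. Whether it reflects the silencing, the cell state or the clone remains open.

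*Atxn1l* had 0.284 ± 0.0948 CPM in Control (NT) and 91.4 ± 2.00 in KD-1 (SD, n = 3 each), a log2 fold change of 8.46 (standard error 0.13, adjusted p = 2.8e-09, edgeR's quasi-likelihood test). Assignment of its reads to an overlapping gene in Control (NT) is argued against, because *Zfp821* was higher there by 12.3 CPM, while *Atxn1l* was lower by 91.1. For *Prpf39*, with a log2 fold change of 5.89, the same explanation cannot be told apart from a true difference: the overlapping *Fkbp3* was higher in Control (NT) by 88.9 CPM (SD of the difference 54.2), and *Prpf39* was lower by 81.3. A deletion or silenced allele in the Control (NT) line was not tested.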

How the results depend on the processing

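The directions of the pluripotency list, the A-P list, the WNT feedback targets, the naive pluripotency and somite lists, the Hox trend and chromosome 1 held under all alternatives that were run. The number of differentially expressed genes stayed between 4754 and 6062 under the other tests, normalizations and filters, and between 5176 and 6113 across the 6 fits that each left out one library. It moved with the threshold, by construction: 3274 genes (1948 higher, 1326 lower) at an absolute log2 fold change over 1, 9597 (4676 higher, 4921 lower) with no fold change threshold, and 3763 (1680 lower) with glmTreat. With DESeq2 and an absolute log2 fold change over 1, chosen after the data were examined, 3600 genes (1382 lower) were called. The share called higher lay between 51.2% and 57.2% over the tests, normalizations and filters.

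The share of variance on PC1 was 87.8% with log2 CPM and 86.4% with all genes with at least 10 counts in total, and that on PC2 was 6.14% and 7.92%. With one library left out, PC1 held between 92.7% and 96.7% and PC2 between 2.18% and 4.69%. The highest share on PC1 came without the Control (NT) library of middle depth.

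Camera with an estimated correlation left the A-P list (median -6.70, p = 0.065), the WNT feedback targets (median 0.59, p = 0.17) and the somite list (median -6.33, adjusted p = 0.29) short of 0.05. The naive pluripotency list passed it narrowly (adjusted p = 0.048). That list fell short under RLE normalization (0.0501), without composition normalization (0.053) and with at least 10 counts in every library (0.0506). It also did so without the Control (NT) library of middle depth (0.061). The adjusted p of the same camera test was higher without the shallowest (0.116) or deepest (0.115) Control (NT) library. Leaving out the middle or shallowest KD-1 library gave 0.101 and 0.105. Fry, which tests a list without setting it against other genes, took past 0.05 the WNT genes of Fig. 5C (median 0.24) and the lists of formative and primed pluripotency (0.53), NMP (0.32), presomitic and paraxial mesoderm (-0.99), cardiac mesoderm (-1.89), neural cells (1.11) and feeder fibroblasts (-2.34). With DESeq2 the lists of formative and primed pluripotency (0.56), neural cells (1.06) and feeder fibroblasts (-2.33) passed 0.05 under camera. Neural cells and feeder fibroblasts did so as well with DESeq2 on the genes with a total over 1 count (1.06 and -2.33), chosen after the data were examined. Without a filter on low counts, presomitic and paraxial mesoderm (-1.32), neural cells (1.04) and feeder fibroblasts (-2.33) passed it. For feeder fibroblasts 5 of the 6 fits that each left out one library did so, with medians between -3.30 and -2.53. The cause of these changes was not tested.

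Some medians changed sign, in lists whose genes went both ways. The WNT genes of Fig. 5C had -0.033 with DESeq2, -0.034 with DESeq2 on the genes with a total over 1 count, -0.062 without a filter and -0.44 with at least 10 counts in every library. The anterior primitive streak and definitive endoderm list had 0.22 with at least 10 counts in every library. The caudal epiblast list had between -0.11 and 0.26 across the fits that each left out one library, and the negative value came without the deepest Control (NT) library. A filter admits other members of a list, and beyond that the cause was not tested.

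With at least 10 counts in every library 5 of the A-P genes were called lower, because only these 5 were tested. The WNT feedback targets called higher numbered between 3 and 7 across the fits that each left out one library, and 3 without the deepest KD-1 library.

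The odds ratio of calls in the WNT pathway map was 1.36 and did not pass 0.05. It passed 0.05 with DESeq2 (1.72), with DESeq2 on the genes with a total over 1 count (1.70), with RLE normalization (1.42), without a filter (2.05) and with limma-voom (1.41), and in 4 of the 6 fits that each left out one library, whose odds ratios lay between 1.33 and 1.59. It did not pass with the other normalizations, with at least 10 counts in every library (1.38) or with a mean log2 CPM over 1 (1.38). Whether the map holds more called genes than the rest thus depends on the setting. Without a filter and with DESeq2, the share called among the other genes fell from 37.7% to 27.2% and 31.8%. The share of the map stayed near that of the main fit (45.2%), at 43.4% and 44.4%. For the remaining settings the cause was not tested.

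Of the 53 named genes that were tested, 1 changed sign: *Lrp6*, to -0.049 without the Control (NT) library of middle depth, with values up to 0.19 across the fits that each left out one library (adjusted p between 0.15 and 0.65 over its alternatives). Across the named genes, 8 other changes were stronger (all of them *Amer1*) and 5 were weaker (in 2 genes, *Amer2* and *Tnks2*).

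Depth limits the results for genes with few counts. *Dkk1*, *Dkk2*, *Rspo2*, *Sox17*, *Foxa2* and *Gata6* had at most 30 counts in any library, and for these a change was not excluded where it was not detected. Thinning every library to the depth of the shallowest left 5283 calls.

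No paired analysis was possible because the number suffixes of the columns of counts do not correspond one to one with the replicate numbers of the sample labels (1 column of each group has no suffix). The fit with the replicate block, set before the data were examined, was therefore not run.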

Differences from the paper's values

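The number of differentially regulated genes and the shares of variance of the principal components did not differ from the paper's by the limits used: 5704 genes against the paper's 6000, and 94.0% and 3.66% of the variance on PC1 and PC2 against about 95% and about 3% in Fig. 5A, read by eye. Of the alternatives set before the data were examined, the count differed from the paper's by more than 1.5 times at an absolute log2 fold change over 1 (3274 genes), with no fold change threshold (9597 genes) and with glmTreat (3763 genes), and the share on PC2 did so, by more than its jackknife standard error of 1.77 percentage points, with log2 CPM (6.14%) and with all genes with at least 10 counts in total (7.92%). Without the KD-1 library of middle depth it was 4.69%, over 1.5 times the paper's but within that error. DESeq2 with an absolute log2 fold change over 1, chosen after the values were seen, gave 3600 genes.

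The paper lists *Dnmt3a* among the pluripotency genes with higher expression in KD aggregates. Here *Dnmt3a* was lower in KD-1, with a log2 fold change of -0.74 (adjusted p = 4.3e-06, edgeR's quasi-likelihood test), and it was lower and called in all 15 alternative settings, with log2 fold changes between -0.75 and -0.68 and adjusted p between 1.1e-33 and 1.5e-04.

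The paper places *Dkk1* among the most deregulated WNT pathway genes. Here its log2 fold change was 0.40 (adjusted p = 0.53, edgeR's quasi-likelihood test), with an absolute value that ranked 17 of 18 among the tested WNT genes of Fig. 5C. None of the 14 alternative settings that tested it, DESeq2 included, called it. Fig. 5C, read by eye, also draws *Dkk1* in a pale colour.

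Fig. 5C also shows *Lrp6* and *Dkk2* among the WNT genes, both in the palest colours of its scale. *Lrp6* was called in none of 15 alternative settings. *Dkk2* had too few counts for edgeR's filter and was called in none of the 3 settings that tested it. *Sox17* and *Rspo2*, which the paper shows as lower, had too few counts for the same filter, and were called lower in 3 of the 3 and 3 of the 7 settings that tested them, DESeq2 among these. *Amer1*, shown as higher, was higher by less than 1.5-fold here and was called in 8 of 15 alternative settings, DESeq2 among them.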

Other observations

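The tests on feeder fibroblasts, on the WNT feedback targets and on the Hox genes were chosen after their results were seen. The splits of the libraries were set before, except for the count of calls.

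Only 1 of the 10 splits of the 6 libraries, the real one, gave as many as 5704 calls. Likewise 1 of 10 splits gave medians as large as those of the pluripotency list, the A-P list, the WNT genes of Fig. 5C, the pathway map, the feedback targets and the Hox trend. Among the cell type lists the caudal epiblast list had a median that 8 of 10 splits reached. With 10 splits no share under 0.05 can occur. A lower depth of the Control (NT) libraries is argued against as the source of the calls, since 5283 genes were called after every library was thinned to the depth of the shallowest.

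The paper describes the cell composition from single-cell data, and bulk counts of marker lists were set beside it. Of 14 naive pluripotency genes 12 were called higher (median log2 fold change 1.53; camera, adjusted p over the 10 lists = 1.0e-06; 0.048 with an estimated correlation; fry, 8.9e-07). The value with an estimated correlation did not stay under 0.05 in all other settings. Of 11 tested somite genes, all were called lower (median -6.33, or -5.82 with *Pax1* at its bound; camera, adjusted p = 2.5e-06; 0.29 with an estimated correlation; fry, 4.9e-05). The other 8 lists did not pass 0.05 under camera. Formative and primed pluripotency had a median of 0.53 (5 genes higher, 1 lower), neural cells 1.11 (5 higher, 1 lower), NMP 0.32 (3 higher, 1 lower), caudal epiblast 0.08 (3 higher, 3 lower), anterior primitive streak and definitive endoderm -0.82 (3 higher, 4 lower), presomitic and paraxial mesoderm -0.99 (1 higher, 5 lower), cardiac mesoderm -1.89 (0 higher, 3 lower) and feeder fibroblasts -2.34 (0 higher, 4 lower). The lists overlap with those of Fig. 5C, which the study chose from these libraries: 6 of the naive genes and 6 of the somite genes are in Fig. 5C. Feeder fibroblasts carried over into Control (NT) are argued against as the source of its mesodermal transcripts, since the highest mean among *Col1a1*, *Col1a2* and *Col3a1* was 5.44 CPM there, against 371 for *Meox1*. *Fbln1*, the most abundant gene of that list, goes the other way, with 92.9 CPM in Control (NT) and 18.3 in KD-1, so a small carry-over is not excluded.

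*Pou5f1*, which encodes Oct4, was higher in KD-1 (269 ± 52.1 against 661 ± 29.9 CPM, SD, n = 3 each; log2 fold change 1.29, adjusted p = 3.1e-05, edgeR's quasi-likelihood test). *Cdh1* was higher (1.79, adjusted p = 1.6e-07, the same test) and *Cdh2* lower (-0.70, adjusted p = 1.0e-05). *T* (Brachyury; -0.31, adjusted p = 0.17, range over the alternatives 0.045 to 0.50) and *Mki67*, which encodes Ki67 (-0.12, adjusted p = 0.41, range 9.1e-04 to 0.92), were not called in any setting. *Nes* was lower by less than 1.5-fold (-0.44, adjusted p = 2.8e-04). *Foxa2* had at most 9 counts in any library and *Gata6* at most 22, and neither passed edgeR's filter. In the 3 settings that tested both, *Gata6* was called lower each time (DESeq2, log2 fold change -2.48, adjusted p between 0.044 and 0.047 over the 3 settings) and *Foxa2* was not called. Of 7 PRC2 genes, *Jarid2* (1.46) and *Suz12* (0.84) were called higher and 0 lower, and *Ezh2* had a log2 fold change of 0.13. The PRC2 list had a median of 0.13 (camera, p = 0.030; 0.11 with an estimated correlation; fry, 1.8e-05). *Dlk1*, the one gene of the listed imprinted locus that was found, fell from 5.48 to 0.344 CPM on average (log2 fold change -4.03).

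Of 11 WNT feedback targets, 5 were called higher (*Sp5*, *Notum*, *Znrf3*, *Lgr5* and *Ccnd1*) and *Nkd1* lower (6 and 1 when adjusted over the list alone). Their median log2 fold change was 0.59 (camera, p = 0.025; 0.17 with an estimated correlation; fry, 5.7e-04). The hypothesis that a reduced WNT response lowers the feedback targets at 120 h predicts a negative median. The bulk level of the list was not lowered, with this median of 0.59. Bulk levels cannot separate the response per cell from the mix of cells, so a reduced response per cell is not excluded. *Axin2*, with a log2 fold change of 0.07, and *Lef1*, with 0.15, were not called. CHIR99021 was removed before these libraries were made, so the values say nothing on the response during its pulse.

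Of 32 tested Hox genes, 17 were called lower and 1 higher in KD-1. The 15 genes of paralog groups 1 to 5 had a median log2 fold change of -1.14 (11 lower, 0 higher), the 12 genes of groups 6 to 9 had 0.05 (5 lower, 1 higher) and the 5 genes of groups 10 to 13 had 0.42 (1 lower, 0 higher). Across genes, which are not independent replicates, Spearman's rho of log2 fold change with the paralog number was 0.55 (permutation p = 0.0015, 100000 resamples), and between 0.49 and 0.59 over the alternatives. Another split of the 6 libraries reached an absolute rho of 0.51, so the size of rho alone does not set the real split apart. Every other split still carries part of the group difference, so this value is not a chance level either. The hypothesis that posterior identity is lost with elongation predicts a negative rho. The observed rho was positive, which goes against this prediction across the 32 tested genes as a set. Only 5 genes of groups 10 to 13 were tested, so for the most posterior genes the question stays open.

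Of the protein-coding genes, 5 had at most 1 CPM in every Control (NT) library and at least 20 in every KD-1 library, and 10 had the reverse. The 5 genes, chosen after their values were seen, were *Atxn1l*, *Dcc*, *Dcx*, *Dppa2* and *Sohlh2*. A further set chosen in the same way lies side by side on chromosome 6 of GRCm39: *Repin1* (from 48570432 to 48577456), *Zfp775* (from 48578936 to 48600161) and *AI854703* (from 48603578 to 48610626) had 42, 7 and 0 counts in total over the Control (NT) libraries and 2452, 570 and 275 over the KD-1 libraries. *AI854703* was at least 16.7-fold higher in KD-1. Apart from *Atxn1l*, no explanation was tested for these genes.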
